# Control of RUNX-induced repression of Notch signaling by MLF and its partner DnaJ-1 during *Drosophila* hematopoiesis

**DOI:** 10.1371/journal.pgen.1006932

**Published:** 2017-07-25

**Authors:** Marion Miller, Aichun Chen, Vanessa Gobert, Benoit Augé, Mathilde Beau, Odile Burlet-Schiltz, Marc Haenlin, Lucas Waltzer

## Abstract

A tight regulation of transcription factor activity is critical for proper development. For instance, modifications of RUNX transcription factors dosage are associated with several diseases, including hematopoietic malignancies. In *Drosophila*, Myeloid Leukemia Factor (MLF) has been shown to control blood cell development by stabilizing the RUNX transcription factor Lozenge (Lz). However, the mechanism of action of this conserved family of proteins involved in leukemia remains largely unknown. Here we further characterized MLF’s mode of action in *Drosophila* blood cells using proteomic, transcriptomic and genetic approaches. Our results show that MLF and the Hsp40 co-chaperone family member DnaJ-1 interact through conserved domains and we demonstrate that both proteins bind and stabilize Lz in cell culture, suggesting that MLF and DnaJ-1 form a chaperone complex that directly regulates Lz activity. Importantly, *dnaj-1* loss causes an increase in Lz^+^ blood cell number and size similarly as in *mlf* mutant larvae. Moreover we find that *dnaj-1* genetically interacts with *mlf* to control Lz level and Lz^+^ blood cell development *in vivo*. In addition, we show that *mlf* and *dnaj-1* loss alters Lz^+^ cell differentiation and that the increase in Lz^+^ blood cell number and size observed in these mutants is caused by an overactivation of the Notch signaling pathway. Finally, using different conditions to manipulate Lz activity, we show that high levels of Lz are required to repress *Notch* transcription and signaling. All together, our data indicate that the MLF/DnaJ-1-dependent increase in Lz level allows the repression of *Notch* expression and signaling to prevent aberrant blood cell development. Thus our findings establish a functional link between MLF and the co-chaperone DnaJ-1 to control RUNX transcription factor activity and Notch signaling during blood cell development *in vivo*.

## Author summary

Tight regulation of proteins level is required for proper development. Notably, the aberrant expression of key transcription factors or signaling pathway components controlling blood cell development contributes to hematological diseases such as leukemia. In this report, we use *Drosophila* as a model to study the function and mode of action of a family of conserved but poorly characterized proteins implicated in leukemia called Myeloid Leukemia Factors (MLF). By combining proteomic, transcriptomic and genetic approaches, we show that *Drosophila* MLF acts in concert with an Hsp40 co-chaperone to control the level and activity of a RUNX transcription factor and therefore RUNX^+^ blood cell number and differentiation. Furthermore, we show that RUNX dosage directly impinges on the activity of the Notch signaling pathway, which is critical for RUNX^+^ cell survival and differentiation, by regulating the transcription of the Notch receptor. These findings shed light on a new mode of regulation of RUNX level and Notch activity to prevent abnormal blood cell accumulation, which could be involved in leukemogenesis.

## Introduction

Proper blood cell development requires the finely tuned regulation of transcription factors and signaling pathways activity. Consequently mutations affecting key regulators of hematopoiesis such as members of the RUNX transcription factor family or components of the Notch signaling pathway are associated with several blood cell disorders including leukemia [1, 2]. Also, leukemic cells often present recurrent chromosomal rearrangements that participate in malignant transformation by altering the function of these factors [3]. The functional characterization of these genes is thus of importance not only to uncover the molecular basis of leukemogenesis but also to decipher the regulatory mechanisms controlling normal blood cell development. *Myeloid Leukemia Factor 1* (*MLF1*) was identified as a target of the t(3;5)(q25.1;q34) translocation associated with acute myeloid leukemia (AML) and myelodysplastic syndrome (MDS) more than 20 years ago [4]. Further findings suggested that *MLF1* could act as an oncogene [5–8] or a tumor suppressor [9] depending on the cell context and it was shown that MLF1 overexpression either impairs cell cycle exit and differentiation [10], promotes apoptosis [11, 12], or inhibits proliferation [13, 14] in different cultured cell lines. Yet, its function and mechanism of action remain largely unknown.

MLF1 is the founding member of a small evolutionarily conserved family of nucleo-cytoplasmic proteins present in all metazoans but lacking recognizable domains that could help define their biochemical activity [15]. Whereas vertebrates have two closely related MLF paralogs, *Drosophila* has a single *mlf* gene encoding a protein that displays around 50% identity with human MLF in the central conserved domain [16, 17]. In the fly, MLF was identified as a partner of the transcription factor DREF (DNA replication-related element-binding factor) [16], for which it acts a co-activator to stimulate the JNK pathway and cell death in the wing disc [18]. MLF has been shown to bind chromatin [18–20], as does its mouse homolog [21], and it can either activate or repress gene expression by a still unknown mechanism [18, 20]. MLF also interacts with Suppressor of Fused, a negative regulator of the Hedgehog signaling pathway [19], and, like its mammalian counterpart [13], with Csn3, a component of the COP9 signalosome [22], but the functional consequences of these interactions remain elusive. Interestingly the overexpression of *Drosophila* MLF or that of its mammalian counterparts can suppress polyglutamine-induced cytotoxicity in fly and in cellular models of neurodegenerative diseases [17, 23–25]. Moreover phenotypic defects associated with MLF loss in *Drosophila* can be rescued by human MLF1 [17, 26]. Thus MLF function seems conserved during evolution and *Drosophila* appears to be a genuine model organism to characterize MLF proteins [15].

Along this line, we recently analyzed the role of MLF during *Drosophila* hematopoiesis [26]. Indeed, a number of proteins regulating blood cell development in human, such as RUNX and Notch, also control *Drosophila* blood cell development [27]. In *Drosophila*, the RUNX factor Lozenge (Lz) is specifically expressed in crystal cells and it is absolutely required for the development of this blood cell lineage [28]. Crystal cells account for ±4% of the circulating larval blood cells; they are implicated in melanization, a defense response related to clotting, and they release their enzymatic content in the hemolymph by bursting [27]. The Notch pathway also controls the development of this lineage: it is required for the induction of Lz expression and it contributes to Lz^+^ cell differentiation as well as to their survival by preventing their rupture [28–31]. Interestingly, our previous analysis revealed a functional and conserved link between MLF and RUNX factors [26]. In particular, we showed that MLF controls Lz activity and prevents its degradation in cell culture and that the regulation of Lz level by MLF is critical to control crystal cell number *in vivo* [26]. Intriguingly, although Lz is required for crystal cell development, *mlf* mutation causes a decrease in Lz expression but an increase in crystal cell number. In human, the deregulation of RUNX protein level is associated with several pathologies. For instance haploinsufficient mutations in *RUNX1* are linked to MDS/AML in the case of somatic mutations, and to familial platelet disorders associated with myeloid malignancy for germline mutations [1]. In the opposite, RUNX1 overexpression can promote lymphoid leukemia [32, 33]. Understanding how the level of RUNX protein is regulated and how this affects specific developmental processes is thus of particular importance.

To better characterize the function and mode of action of MLF in *Drosophila* blood cells, we used proteomic, transcriptomic and genetic approaches. In line with recent findings [20], we found that MLF binds DnaJ-1, a HSP40 co-chaperone, as well as the HSP70 chaperone Hsc70-4, and that both of these proteins are required to stabilize Lz. We further show here that MLF and DnaJ-1 interact together but also with Lz *via* conserved domains and that they regulate Lz-induced transactivation in a Hsc70-dependent manner in cell culture. In addition, using a null allele of *dnaj-1*, we show that it controls Lz^+^ blood cell number and differentiation as well as Lz activity *in vivo* in conjunction with *mlf*. Notably, we found that *mlf* or *dnaj-1* loss leads to an increase in Lz^+^ cell number and size due to the over-activation of the Notch signaling pathway. Interestingly, our results indicate that high levels of Lz are required to repress Notch expression and signaling. We thus propose a model whereby MLF and DnaJ-1 control Lz^+^ blood cell growth and number by promoting Lz accumulation, which ultimately turndowns Notch signaling. These findings thus establish a functional link between the MLF/Dna-J1 chaperone complex and the regulation of a RUNX-Notch axis required for blood cell homeostasis *in vivo*.

## Results

### MLF interacts with DnaJ-1 via conserved domains

To better characterize the molecular mode of action of MLF, we sought to identify its partners. Accordingly, we established a *Drosophila* Kc167 cell line expressing a V5-tagged version of MLF close to endogenous levels in a copper-inducible manner (Fig 1A). After anti-V5 affinity purification from whole cell extracts of control or MLF-V5-expressing cells, isolated proteins were identified by mass spectrometry. Five proteins reproducibly co-purified with MLF and were either absent or at more than 4 fold lower levels in each control purification (Fig 1B): the Hsp40 co-chaperone DnaJ-1 (also known as DROJ1; [34]), the constitutively expressed Hsp70 chaperones Hsc70-4 and Hsc70-3, the RNA binding protein Squid (Sqd), and the retrotransposon-encoded protein Copia. Of note, as this manuscript was in preparation, Dyer *et al*. also identified DnaJ-1 and Hsc70-4 as partners of MLF using a similar proteomic approach in the *Drosophila* S2 cell line [20]. Since DnaJ-1 was the strongest hit in our analysis, we focused on this candidate and we further characterized its interaction with MLF as well as its function both in cell culture and *in vivo*.

**Fig 1:**
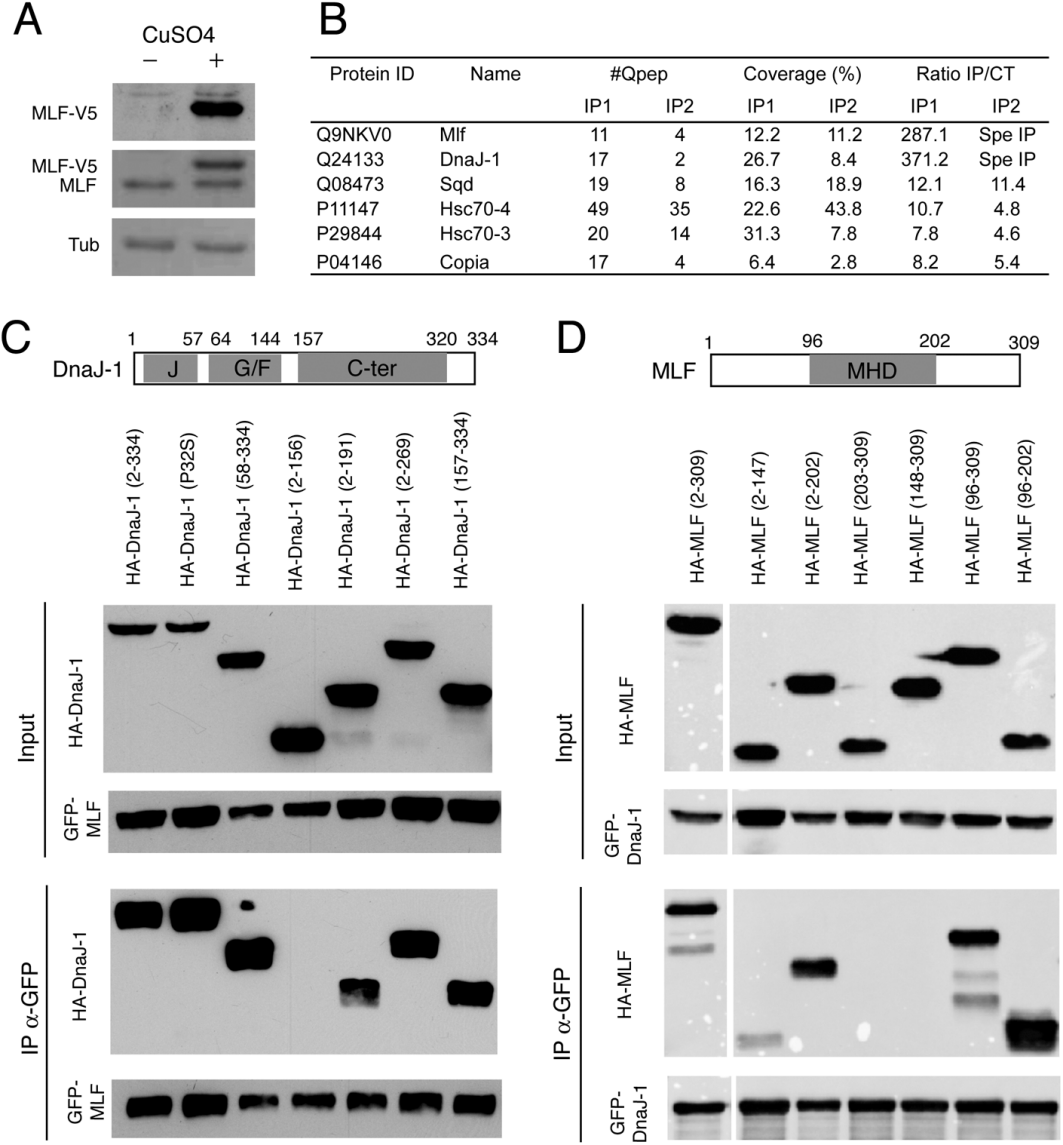
MLF and the co-chaperone DnaJ-1 interact *via* conserved domains. (A) Western blots showing MLF and MLF-V5 expression in Kc167 cells stably transfected with the copper-inducible pMT-MLF-V5 expression vector and treated or not with 50 μm CuSO_4_ for 24h. Tubulin (Tub) was used as an internal loading control. (B) Proteins identified by mass spectrometry from CuSO_4_-induced Kc167-pMT-MLF-V5 cells using anti-V5 antibody coupled to sepharose (IP1) or magnetic (IP2) beads for purification. The number of quantified peptides (#Qpep), sequence coverage and fold enrichment in comparison to control (parental Kc167 cells) are indicated for each experiment. Spe IP: not detected in control condition. (C, D) Schematic representation of DnaJ-1 (C) and MLF protein domains (D) and Western blots showing the results of immunoprecipitation experiments against GFP performed in Kc167 cells transfected with expression vectors for GFP-MLF and various HA-DnaJ-1 mutants (C) or GFP-DnaJ-1 and different HA-MLF mutants (D). Conserved domains are highlighted in grey. J: J-domain. G/F: glycine/phenylalanine-rich region. C-ter: C-terminal domain. MHD: MLF homology domain.

First, we confirmed the interaction between MLF and DnaJ-1 by co-immunoprecipitation assays in Kc167 cells transfected with expression plasmids for tagged versions of these proteins using anti-tag antibodies (Fig 1C and 1D, and S1 Fig) or an anti-MLF antibody (S1C Fig). In addition, consistent with the hypothesis that these proteins interact in the cell, immunostainings showed that DnaJ-1 and MLF co-localize in the nuclei of Kc167 transfected cells (S1D Fig). Finally, we also observed a specific interaction between MLF and DnaJ-1 by *in vitro* GST pull down assays (S1E Fig).

We then mapped the domains required for the interaction between DnaJ-1 and MLF. Hsp40/DnaJ co-chaperones play a crucial role in the regulation of protein folding and degradation; they chiefly act by delivering substrates to Hsp70/DnaK chaperones and stimulating their ATPase activity [35, 36]. DnaJ-1 belongs to the DnaJB/class II subfamily of Hsp40/DnaJ proteins, which are characterized by an N-terminal J-domain required to stimulate Hsp70 ATPase activity (amino acids 4 to 57 in DnaJ-1), a central glycine/phenylalanine (G/F)-rich region (amino acids 64 to 144), and a conserved C-terminal region (amino acids 157 to 320) that contains the client proteins binding domain followed by a dimerization interface [36]. Immunoprecipitations of GFP-MLF expressed with different HA-tagged DnaJ-1 variants indicated that the DnaJ-1 C-terminal region mediates MLF binding (Fig 1C). In contrast, a point mutation (P32S) in the highly conserved HPD loop crucial for Hsc70 activation [36], deletion of the J-domain or deletion of the J and G/F domains did not affect the interaction between DnaJ-1 and GFP-MLF. MLF does not harbor characteristic domains apart from a central “MLF homology domain” (MHD, amino acids 96 to 202) conserved between MLF family members [15]. Using GFP-DnaJ-1 as bait and MLF deletion mutants as preys, we found that the MHD was sufficient for binding DnaJ-1, while MLF N- and C-terminal regions were dispensable (Fig 1D). Finally, consistent with the above results, the C-terminal region (amino acids 157 to 334) of DnaJ-1 bound to the MHD of MLF (S1F Fig). In sum, these data indicate that MLF and DnaJ-1 specifically bind each other through their conserved central and C-terminal region, respectively.

### MLF and DnaJ-1 interact with Lz and control its activity

We have previously shown that MLF is required for Lz stability and transcriptional activity [26]. Interestingly, Dyer *et al*. reported that the knockdown of DnaJ-1 or of its chaperone partner Hsc70-4 leads to a destabilization of exogenously expressed Lz in S2 cells [20]. However, the relationships between DnaJ-1, MLF and Lz were not further explored. We thus asked whether DnaJ-1 also controls Lz activity. As shown in Fig 2A, transfection of a Lz expression plasmid in Kc167 cells induced a robust activation of the *4xPPO2-Fluc* reporter gene [37], which was significantly decreased when either *mlf* or *dnaj-1* expression was knocked down by dsRNA treatment. Consistent with previous results [20, 26], Western blot analyses showed that *mlf* and *dnaj-1* knockdowns caused a drop in Lz protein level (Fig 2B). Moreover, RT-qPCR experiments showed that *mlf* and *dnaj-1* knockdowns did not affect the expression of each other or decrease *lz* transcript level, while they did cause a significant reduction in the expression of Lz target gene *ppo2* (S2A–S2D Fig). Hence, like MLF, DnaJ-1 controls Lz protein stability and activity in Kc167 cells.

**Fig 2:**
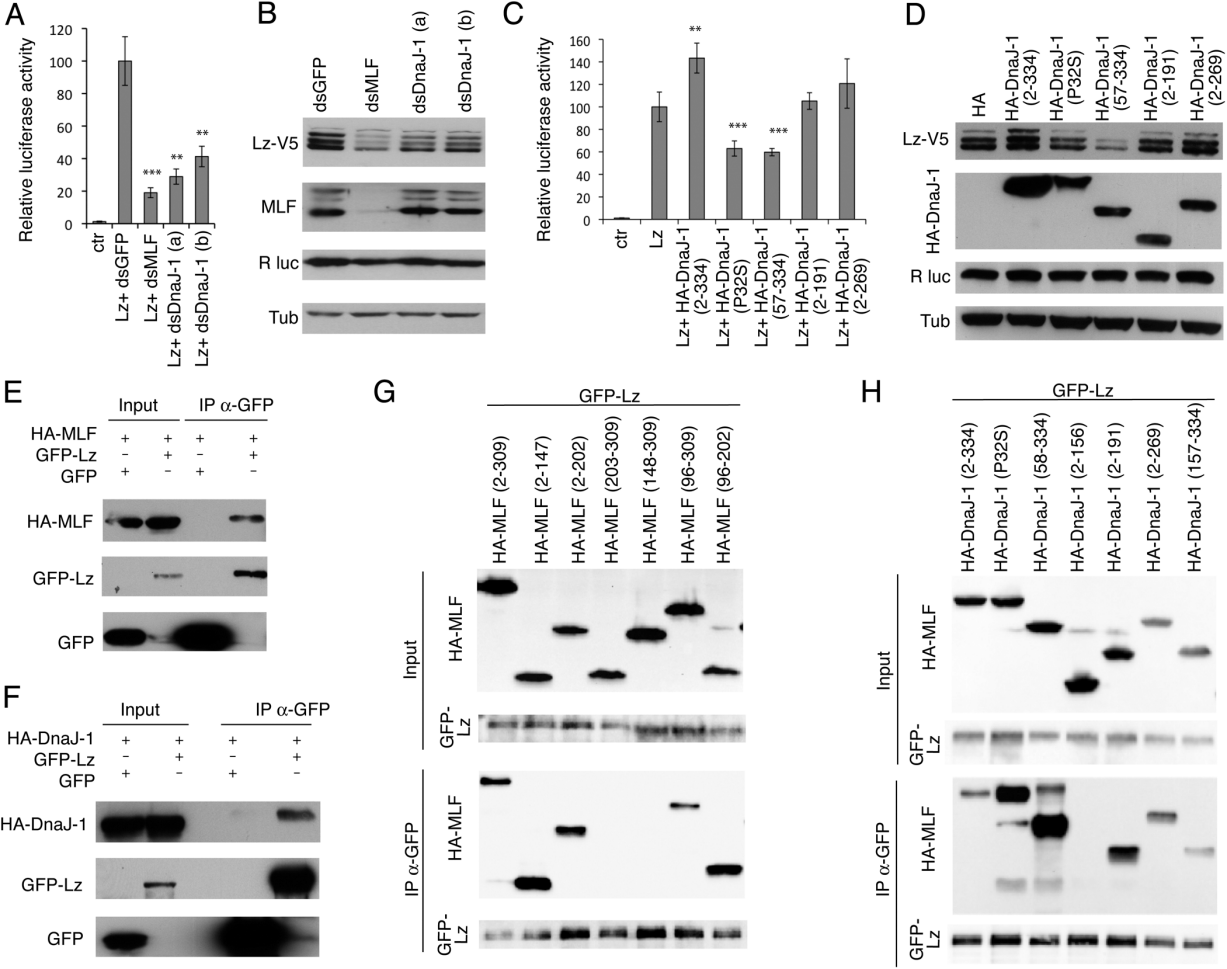
MLF and DnaJ-1 bind Lz and control its stability and activity. (A) Luciferase assays in Kc167 cells treated with the indicated dsRNA and transfected with 4xPPO2-Fluc reporter plasmid in the presence or not (ctr) of the pAc-Lz-V5 expression plasmid. pAc-Rluc was used as an internal normalization control. (B) Western blots showing Lz-V5, MLF, *Renilla* luciferase (R luc) and Tubulin (Tub) expression in Kc167 cells treated with the indicated dsRNA and cotransfected with pAc-Lz-V5 and pAc-Rluc expression vectors. (A, B) dsDnaJ-1 (a) and (b) correspond to two distinct dsRNAs targeting *dnaj-1*. Of note, the multiple bands for Lz are only observed using C terminally (V5) tagged versions of Lz and not with N terminally (GFP) tagged Lz; they likely represent internal translation initiation events. The multiple bands observed using a MLF antibody could represent different MLF protein isoforms as described in [17]. (C, D) Luciferase assays (C) and Western blots (D) performed on Kc167 cells transfected with the 4xPPO2-Fluc reporter plasmid and pAc-based expression plasmids for Lz and for different DnaJ-1 variants as indicated. Rluc and Tubulin were used as internal controls. (E, F) Western blots showing the results of immunoprecipitation experiments against GFP performed in Kc167 cells transfected with expression vectors for HA-MLF (E) or HA-DnaJ-1 (F) and GFP or GFP-Lz as indicated in the upper part of the panels. (G, H) Western blots showing the results of immunoprecipitation experiments against GFP performed in Kc167 cells transfected with expression vectors for GFP-Lz and various HA-MLF (G) or HA-DnaJ-1 (H) mutants. (A, C) For luciferase assays means and standard deviations of results from biological triplicates are shown. ***: p-value<0.001, **: p-value<0.01 (Students t-tests) as compared to Lz with dsGFP condition.

Next, we tested the effect of DnaJ-1 overexpression on Lz’s activity and protein level. Reminiscent of MLF [26], we observed that DnaJ-1 over-expression was associated with an increase in Lz-induced transactivation and Lz level (Fig 2C and 2D). The overexpression of C-terminally-truncated DnaJ-1 proteins did not affect Lz-induced transcription or its expression. In contrast, the overexpression of DnaJ-1 carrying the P32S point mutation or a deletion of its J-domain caused a decrease in Lz-induced transcription and a drop in Lz level (Fig 2C and 2D), suggesting that the activation of Hsc70 by DnaJ-1 is required for Lz’s stable expression and activity. In line with this hypothesis, knocking down Hsc70-4, which interacts with DnaJ-1 and MLF [20], caused a strong decrease in Lz-induced transactivation and a concomitant reduction in Lz protein level (S2E and S2F Fig). In sum, our results support the idea that MLF acts with DnaJ-1 in a Hsc70 chaperone complex to promote Lz stability and activity.

Given the impact of MLF and DnaJ-1 on Lz activity, we then asked whether these two proteins bind this RUNX transcription factor. Upon transfection of the corresponding expression plasmids, both HA-DnaJ-1 and HA-MLF were co-immunoprecipitated by GFP-tagged Lz but not by GFP alone (Fig 2E and 2F). Furthermore, *in vitro* translated Lz bound to *E*. *coli*-purified GST-MLF and GST-DnaJ-1 but not to GST alone in pull down assays (S2G Fig). Using different MLF variants in co-immunoprecipitation assays, we found that the N-terminal part of the MLF homology domain (amino acids 96 to 147) was crucial for the interaction with Lz (Fig 2G). Similarly the C-terminal domain of DnaJ-1 was required for binding Lz, while its J domain was dispensable (Fig 2H). Therefore it appears that MLF and DnaJ-1 interact with Lz through conserved domains and our results suggest that the MLF/DnaJ-1 complex regulates Lz stability and activity in Kc167 cells by binding it.

### DnaJ-1 acts with MLF to control Lz^+^ blood cell number and size *in vivo*

Since DnaJ-1 interacts with MLF and controls Lz level *ex vivo*, we then sought to analyze DnaJ-1 function in circulating larval crystal cells, whose proper development requires Lz stabilization by MLF [26]. Given that no mutant for *dnaj-1* was available, we used a CRISPR/Cas9 strategy to generate *dnaj-1* null alleles (S3 Fig) [38]. In the following experiments, we used an allelic combination between two mutant lines obtained from independent founder flies (*dnaj-1*^*A*^ and *dnaj-1*^*C*^), which harbor a complete deletion of the *dnaj-1* coding sequence (S3 Fig). Around 65% of the *dnaj-1*^A/C^ mutants reached the larval stage and 15% emerged as adult flies but they did not show obvious morphological defects. Reminiscent of *mlf* phenotypes [26], bleeding of third instar larvae revealed that *dnaj-1* mutants exhibited a ±1.8-fold increase in the number of circulating lz>GFP^+^ blood cells as compared to wild-type (Fig 3A). In addition, as in the *mlf* mutant, crystal cells from *dnaj-1* mutant larvae still expressed the differentiation marker PPO1 and were capable of melanization upon heat treatment (Fig 3C–3H). A closer examination also revealed the presence of unusually large lz>GFP^+^ cells in the *dnaj-1* mutant and quantitative analyses confirmed that *dnaj-1* loss caused a significant increase in lz>GFP^+^ cell size whereas lz>GFP^-^ cells were unaffected (Fig 3B). Interestingly, a similar phenotype is observed in *mlf* mutant larvae (Fig 3B), suggesting that both genes not only control crystal cell number but also their differentiation (see below). Importantly, lz>GFP^+^ cell number and size was restored to wild-type when DnaJ-1 was re-expressed in the crystal cell lineage of *dnaj-1*^*A/C*^ mutant larvae using the *lz-GAL4* driver (Fig 3A and 3B). This demonstrates not only that these phenotypes are specifically caused by the *dnaj-1* mutation, but also that DnaJ-1 acts cell autonomously and after the onset of *lz* expression in the crystal cell lineage. Of note, we did not observe a rescue when we expressed a DnaJ-1 protein lacking its J-domain, suggesting that the interaction with Hsp70 chaperones is critical for the function of DnaJ-1 in the crystal cell lineage (S3C and S3D Fig). Furthermore, the increase in crystal cell number and size was also observed when we monitored crystal cell presence by immunostaining against PPO1 in larvae carrying a *dnaj-1*^*A*^ or *dnaj-1*^*C*^ homozygous mutation or over a deficiency uncovering the *dnaj-1* locus (S3E and S3F Fig). Overall, these results demonstrate that, like *mlf*, *dnaj-1* controls circulating larval lz>GFP^+^ cell number and size.

**Fig 3:**
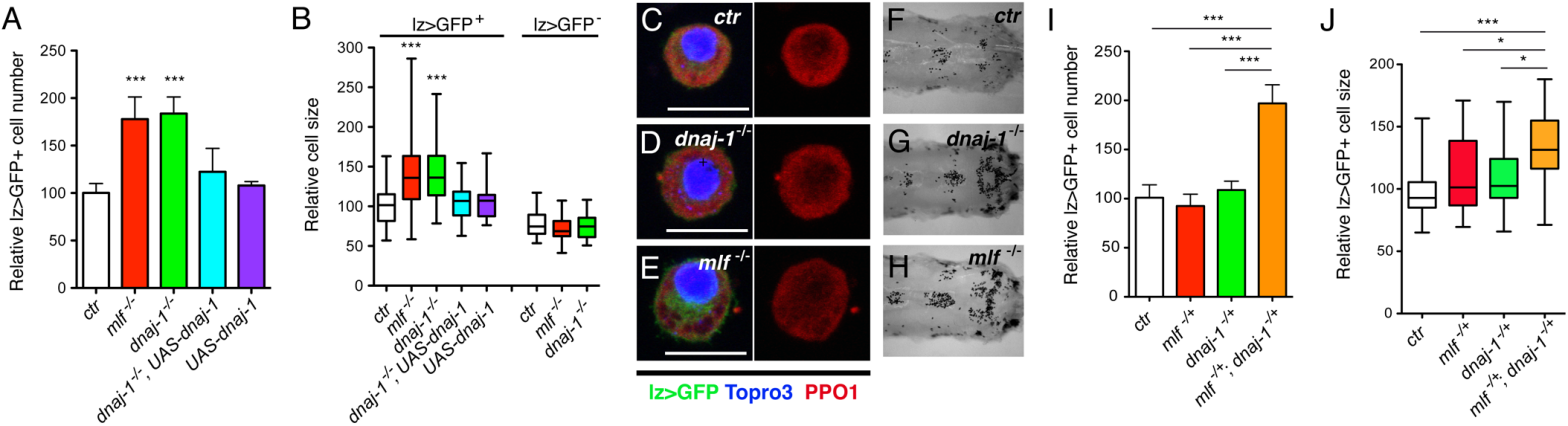
*dnaj-1* controls crystal cell development. (A, B) Quantification of circulating lz>GFP^+^ cell number (A) and lz>GFP^+^ or lz>GFP^-^ cell size (B) in *lz-GAL4*, *UAS-mCD8-GFP/+* third instar larvae of the indicated genotypes. (C-E) Fluorescent immunostainings of the crystal cell differentiation marker PPO1 in third instar lz>GFP^+^ hemocytes. The right panels show PPO1 immunostaining only. Nuclei were stained with Topro3. Scale bar: 10 μm. (F-H) Bright field images of the posterior segments of third instar larvae heat-treated at 65°C for 10 min to induce crystal cell melanization. (I, J) Relative lz>GFP^+^ blood cell number (I) and size (C) in *lz-GAL4*, *UAS-mCD8-GFP/+* third instar larvae of the indicated genotypes. (A, B, I, J) *:p-value<0.05, **: p-value<0.01 and ***: p-value<0.001 compared to control.

Since MLF and DnaJ-1 bind to each other, we tested whether they genetically interacted to regulate crystal cell development. While heterozygous mutation in either *mlf* or *dnaj-1* did not significantly alter circulating lz>GFP^+^ cell number or size, *mlf*^*ΔC1*^*/+*,*dnaj-1*^*A*^*/+* transheterozygote larvae displayed a significant increase of both parameters (Fig 3I and 3J). We thus conclude that DnaJ-1 and MLF act together to control crystal cell development. In sum, these results reveal a functional interaction between MLF and DnaJ-1 *in vivo*.

### High levels of MLF prevent Lz degradation in the absence of DnaJ-1

Next we assessed whether DnaJ-1 affects Lz stability *in vivo* as it does in cell culture. Unexpectedly, immunostaining against Lz did not reveal a decrease in Lz expression in *dnaj-1* mutant crystal cells while the level of Lz was clearly lower in the *mlf* mutant (Fig 4A–4C). Actually quantitative analyses revealed a slight (30%) but significant (*p* = 0.006) increase in Lz level in *dnaj-1* mutant as compared to wild-type, whereas Lz level dropped by more than 2 folds in *mlf* mutant (Fig 4D). Thus, unlike *mlf*, *dnaj-1* loss is not sufficient to destabilize Lz *in vivo*. We then tried to understand the reason for this discrepancy. One potentially important difference between Kc167 cells, in which DnaJ-1 is required to stabilize Lz, and crystal cells, in which it is not, is MLF expression. Indeed, in Kc167 cells, MLF is mainly detected in the cytoplasm and is present at low levels in the nucleus (S4A Fig). In contrast, MLF is present at high levels in the nucleus of larval crystal cells (S4B Fig). Moreover, MLF expression in this lineage is not affected by *dnaj-1* loss (S4C and S4F Fig). We thus surmised that the presence of high levels of nuclear MLF might prevent Lz degradation in the absence of DnaJ-1.

**Fig 4:**
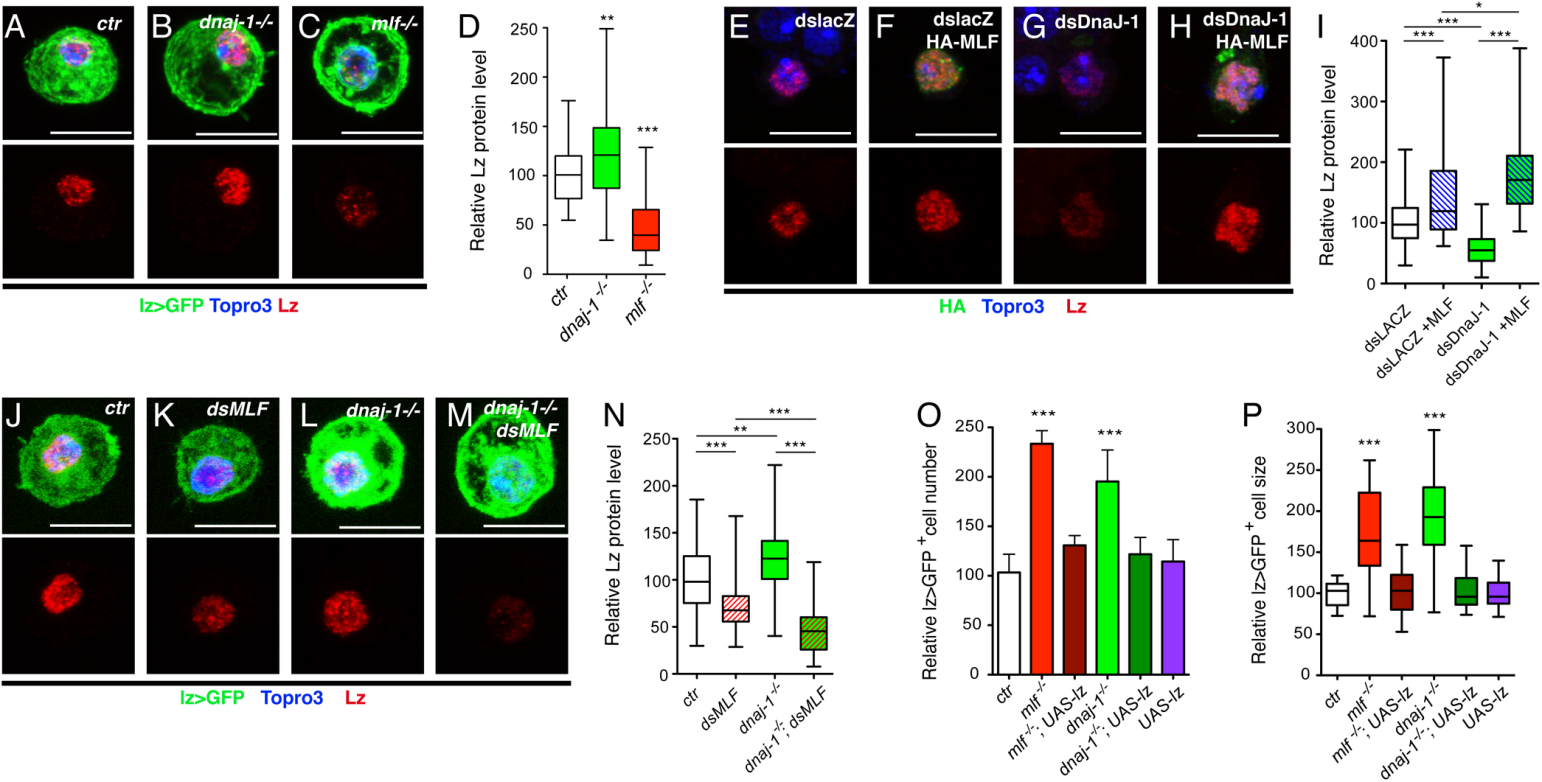
High levels of MLF prevent Lz degradation in the absence of DnaJ-1. (A-C) Fluorescent immunostainings of Lz in circulating blood cells from *lz-GAL4*, *UAS-mCD8-GFP/+* control (A), *dnaj1*^*-/-*^ (B) and *mlf*^*-/-*^ (C) third instar larvae. (D) Corresponding quantifications of Lz protein level. (E-H) Immunostainings against Lz (red) and HA-MLF (green) in Kc167 cells treated with the indicated dsRNA and transfected with pAc-Lz-V5 alone (E, G) or in combination with pAc-3HA-MLF (F, H). (I) Corresponding quantification of Lz levels in Kc167 cells. (J-M) Immunostainings against Lz in circulating blood cells from *lz-GAL4*, *UAS-mCD8-GFP/+* control (J), *UAS-dsMLF* (K), *dnaj1*^*-/-*^ (L) and *UAS-dsMLF*; *dnaj1*^*-/-*^ (M) third instar larvae. (N) Corresponding quantification of Lz protein levels in lz>GFP^+^ larval blood cells. (A-C, E-H, J-M) Nuclei were stained with Topro3. Lz staining only is shown in the lower panels. Scale bar: 10 μm. (O, P) Relative lz>GFP^+^ blood cell number (O) and size (P) in *lz-GAL4*, *UAS-mCD8-GFP/+* third instar larvae of the indicated genotypes. (D, I, N-P) *: p-value<0.05, **: p-value<0.01, ***: p-value<0.001.

To test this hypothesis, we designed two complementary experiments. On the one hand, we assessed whether MLF over-expression in Kc167 cells could protect Lz from degradation following *dnaj-1* knockdown. Lz level dropped when Kc167 cells were treated with a dsRNA targeting *dnaj-1* (Fig 4G) and increased upon over-expression of MLF (Fig 4F). Strikingly though, and in line with the observations in *dnaj-1* mutant crystal cells, the level of Lz was not reduced but further increased when *dnaj-1* was knocked down in MLF-overexpressing cells (Fig 4H and 4I). On the other hand, we asked whether Lz would still be stable in *dnaj-1* mutant crystal cells if MLF level is decreased. Accordingly, we expressed a dsRNA directed against *mlf* in lz>GFP^+^ cells, which caused a significant and similar knock-down of MLF in wild-type and *dnaj-1* mutant larvae (S4D–S4F Fig). Remarkably, we found that the drop in Lz protein level caused by *mlf* down-regulation was significantly enhanced in *dnaj-1* deficient larvae, while the *dnaj-1* mutation alone increased Lz level (Fig 4J–4N). Hence it appears that in the absence of DnaJ-1, high levels of MLF prevent Lz degradation.

Given that chaperones are important for proper protein folding [35, 36], we postulated that Lz proteins accumulating in crystal cells in the absence of DnaJ-1 might be less active. Thus increasing Lz expression might be sufficient to rescue lz>GFP^+^ cell number and size. In addition, although re-expressing Lz is sufficient to restore lz>GFP^+^ cell number in *mlf* mutant larvae [26], it is not known whether this also rescues lz>GFP^+^ cell size. Interestingly, lz>GFP^+^ cell count and cell size were restored to wild-type levels when we enforced Lz expression in this lineage either in *mlf* or *dnaj-1* mutant larvae (Fig 4O and 4P). We thus conclude that DnaJ-1 and MLF act together to control crystal cell development by regulating Lz activity *in vivo*

### MLF and DnaJ-1 control crystal cell differentiation

In parallel, to gain further insights into the function of MLF in the control of crystal cell development, we established the transcriptome of circulating lz>GFP^+^ blood cells in wild-type and *mlf* larvae. Heterozygous *lz-GAL4*,*UAS-mCD8-GFP* L3 larvae carrying or lacking a *mlf* null mutation were bled, lz>GFP^+^ cells were collected by FACS and their gene expression profile was determined by RNA sequencing (RNAseq) from biological triplicates. 

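The cells compared here were circulating lz>GFP+ blood cells, that is, hemocytes of the crystal cell lineage marked by GFP under the control of lz-GAL4, sorted by FACS from about 150 larvae per sample. There were 3 samples from control larvae and 3 from mlf mutant larvae. The authors amplified the cDNA, sequenced single reads of 50 bp, aligned them to the dm3 genome with TopHat and Bowtie2 and calculated RPKM (reads per kilobase of exon, scaled to the size of the library) with Cufflinks. The deposited values used here are these RPKM, 1 per gene and sample for 15597 genes. The read counts that the authors tested with DESeq2 are not in the files analysed here. RPKM are not counts, so they were tested on a log scale, as log2(RPKM + 1), with limma (trended and robust empirical Bayes moderation, Benjamini-Hochberg adjustment) over the 8329 genes with at least 1 RPKM in at least 3 samples. Fold changes are therefore on the log2(RPKM + 1) scale, which understates the change of genes with low RPKM.
The depth of the libraries was estimated from the lowest RPKM, because genes with 1, 2 or 3 reads form separate steps in each sample. This estimate, which was set up after the files were seen, gave 4990000, 420000 and 3310000 reads for control replicates 1, 2 and 3, and 14690000, 5840000 and 1980000 reads for mlf mutant replicates 1, 2 and 3. Control replicate 2 was thus 34.86 times shallower than mlf mutant replicate 1, and 1 read on a gene with 1 kb of usable length was worth 2.37 RPKM in it, against 0.07 RPKM in the deepest sample. Low values in control replicate 2 are accordingly the least precise. Across tested genes, Pearson's r of log2(RPKM + 1) was 0.849 to 0.952 between replicates of a genotype and 0.793 to 0.907 between samples of different genotype (genes are not independent replicates).
The replicate numbers in the labels are shared by the genotypes, so the fit was also run with the replicate number as a block. Deviations from the genotype mean had a mean correlation of -0.014 for control and mlf mutant samples with the same number and of 0.009 for samples with different numbers, so the numbers did not pair the samples. With the block, 55 genes had an adjusted p-value under 0.01, against 169 genes without it (limma).

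**Figure D1:**
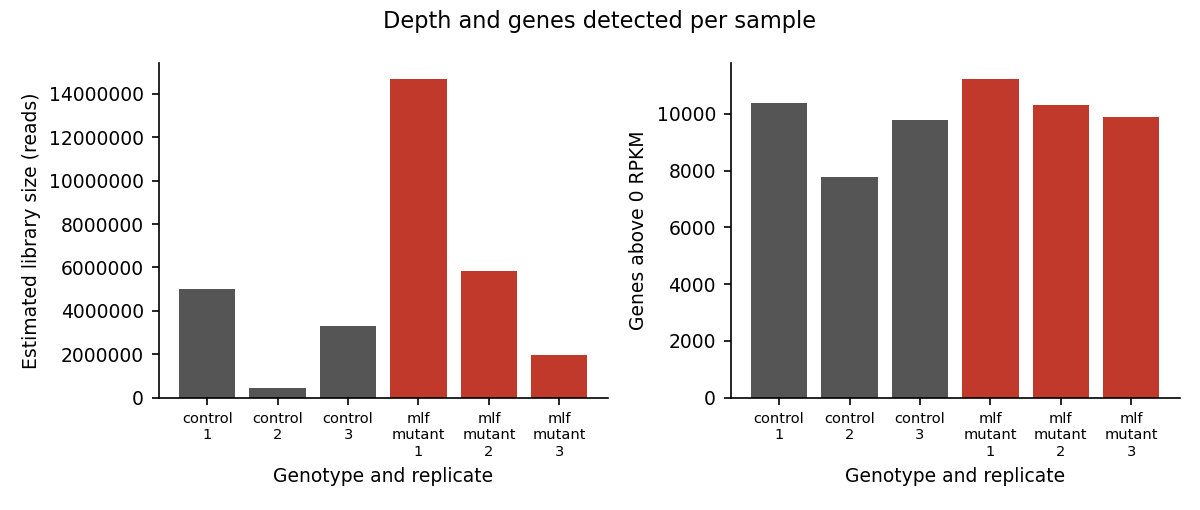
Estimated library size in reads (left) and number of genes above 0 RPKM (right) in each sample, with control samples in grey and mlf mutant samples in red. Control replicate 2 has 420000 estimated reads and 7777 genes above 0 RPKM, whereas mlf mutant replicate 1 has 14690000 reads and 11232 genes.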

Using *Drosophila* reference genome dm3, we detected the expression of 7399 genes (47% of the total fly genes) in each of the 6 samples (Fig 5B and S1 Table). 

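In the deposited RPKM, 7407 genes were above 0 in each of the 6 samples, which is 47.5% of the 15597 genes listed. The number of genes above 0 RPKM was 10385, 7777 and 9789 in control replicates 1, 2 and 3, and 11232, 10325 and 9875 in mlf mutant replicates 1, 2 and 3. It was lowest in the shallowest sample, and the count of shared genes moved most when that sample was left out, to 8561 genes without control replicate 2. With a minimum of 1 RPKM in every sample, a limit chosen after seeing the data, 6691 genes remained. Genes at 0 RPKM in control replicate 2 were not detectable at its depth and are not thereby shown to be silent.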

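Genes were ranked by their mean RPKM over the 6 samples. PPO1 (FBgn0261362; chromosome 2R, 17887220 to 17889973 on the minus strand in the BDGP6.54 annotation, whereas the authors aligned to dm3) ranked 1 with a mean of 21155.3 RPKM, and PPO2 (FBgn0033367; chromosome 2R, 9042261 to 9044709 on the minus strand) ranked 2 with 16824.1 RPKM. The mean of PPO1 includes a value of 0 RPKM in mlf mutant replicate 1. The next gene, RpL41, had a mean of 16376.5 RPKM. Control samples had 23782.3 ± 3333.8 RPKM of PPO1 and 14650.2 ± 1399.4 RPKM of PPO2 (SD, n = 3 samples each). The order of PPO2 and RpL41 depended on the samples: over the control samples only, RpL41 had a mean of 15013.8 RPKM and PPO2 ranked 3. In control replicate 2, RpL41 was above both genes at 23921.3 RPKM. The paper relates their position at the top of the list to the known role of crystal cells as main source of phenoloxidases.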

Consistent with the role of the crystal cells as the main source of phenoloxidases [39], the two most strongly expressed genes were *PPO1* and *PPO2*. In addition, *lz* expression as well as that of several other crystal cell markers was readily detected (see below). 

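The lz gene (FBgn0002576; chromosome X, 9284649 to 9303636 on the plus strand in BDGP6.54) had 46.3, 64.4 and 72.0 RPKM in control replicates 1, 2 and 3, and 38.9, 30.3 and 34.3 RPKM in mlf mutant replicates 1, 2 and 3. Of the 129 crystal cell genes of S3 Table other than mlf, 125 were matched to the files, and 113 of these were above 0 RPKM in all 6 samples.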

It was recently shown that larval circulating Lz^+^ cells derive from plasmatocytes, which express Hemolectin (Hml) and Nimrod C1 (NimC1), and transdifferentiate into crystal cells [40]. Accordingly, we detected the expression of these genes, as well as other “plasmatocytes” markers such as *peroxidasin* and *croquemort* (which were actually shown to be also expressed in crystal cells [41, 42]) in lz>GFP^+^ cells.

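In control lz>GFP+ cells, Hml (FBgn0029167; chromosome 3L, 13846054 to 13860001 in BDGP6.54) had 1264.6 ± 110.7 RPKM and NimC1 (FBgn0259896; chromosome 2L, 13973158 to 13976769) had 150.6 ± 8.7 RPKM (SD, n = 3). Peroxidasin (Pxn, FBgn0011828; chromosome 3L, 2601455 to 2630064) had 678.3 ± 68.6 RPKM and croquemort (crq, FBgn0015924; chromosome 2L, 448254 to 453024) had 330.5 ± 28.1 RPKM (SD, n = 3). The lowest of these values in any of the 6 samples was 142.4 RPKM, for NimC1 in control replicate 3, so detection of the 4 genes did not depend on the depth of a sample. The paper relates their expression to the origin of larval Lz+ cells from plasmatocytes.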

**Fig 5:**
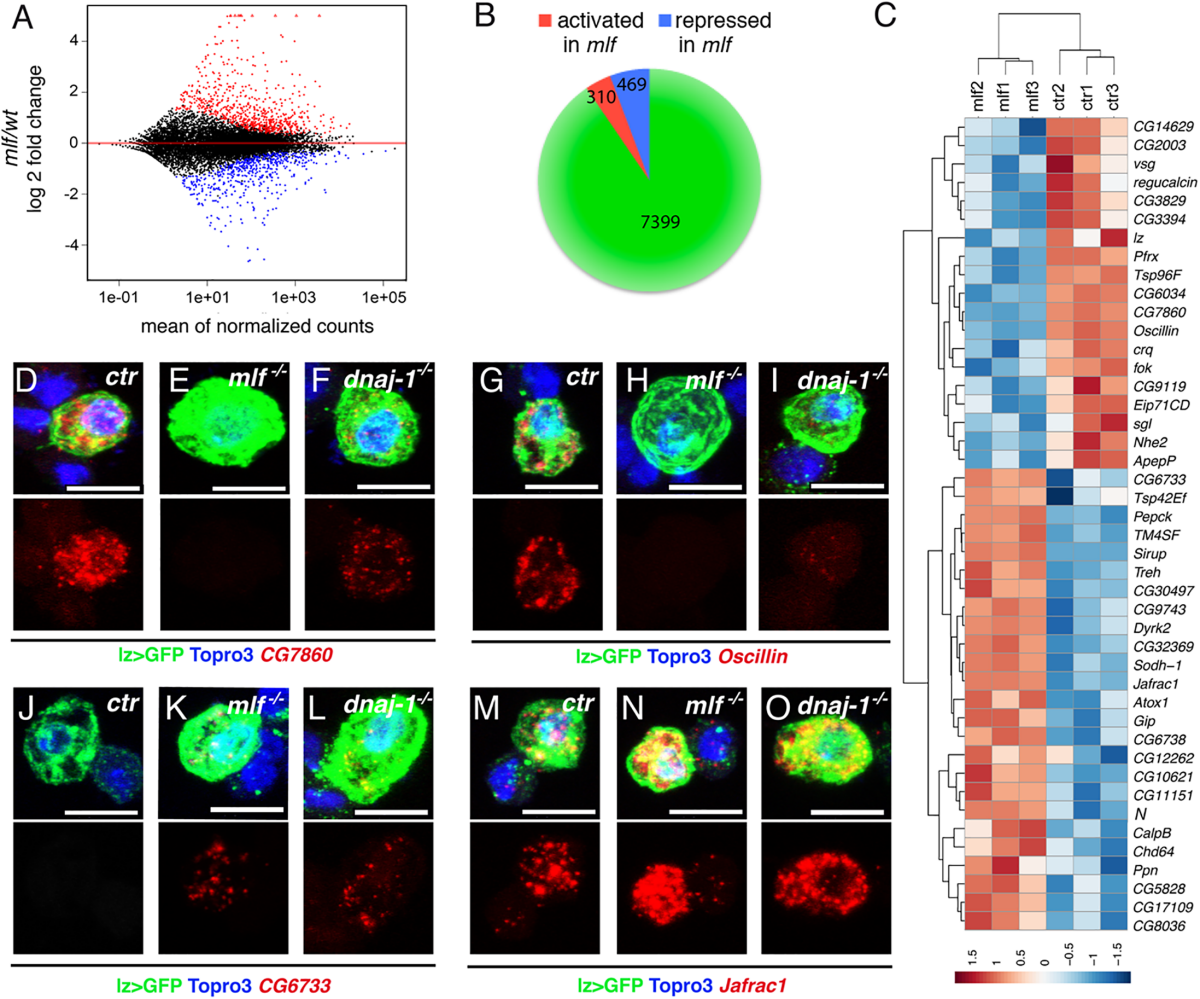
MLF and DnaJ-1 control crystal cell differentiation. (A) MA-plot of DESeq2 results for RNAseq data comparison between control and *mlf*^*-/-*^ lz>GFP^+^ blood cells sorted by FACS from third instar larvae. Genes that are significantly upregulated or downregulated in the *mlf* mutant (adjusted p-value<0.01) are highlighted in red or blue, respectively. Red triangles: genes with log_2_ fold change >5. (B) Pie chart showing the number of expressed genes in lz>GFP^+^ cells and the number of upregulated (red) or downregulated (blue) genes in the *mlf* mutant. (C) Heat map of “crystal cell”-associated genes differentially expressed (p-value<0.01) between control and *mlf* mutant lz>GFP^+^ cells. Differential gene expression as per comparison to the mean of the 6 samples (*ctr 1*, *2*, *3* and *mlf 1*, *2*, *3*) is displayed as log_2_ scale. Hierarchical clustering was performed using R-Bioconductor. (D-O) Immunostainings against GFP and *in situ* hybridization against *CG7860* (D-F), *Oscillin* (G-I), *Jafrac1* (J-L) and *CG6733* (M-O) in blood cells from *lz-GAL4*,*UAS-mCD8-GFP/+* control (D, G, J, M), *mlf*^*-/-*^ (E, H, K, N) or *dnaj-1*^*-/-*^ (F,I, L,O) third instar larvae. RNA expression only is shown in the lower panels. Nuclei were stained with Topro3. Scale bar: 10 μm.

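The 44 crystal cell genes that S3 Table lists with the paper's adjusted p-value under 0.01 were all among the genes tested here. In each of the 44, all samples of one genotype had a higher RPKM than all samples of the other. The paper's test chose these genes from the same samples, so their separation and direction here are no independent check. The direction of the limma fold change was that of the paper's ratio in the 43 genes for which S3 Table gives a ratio. The remaining gene, CG6738, has no ratio there, since its control value is 0 RPKM, and it was higher in the mlf mutant. On the log2(RPKM + 1) scale, 15 of them had an adjusted p-value under 0.01 with limma.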

Using DESeq2 to identify differentially expressed genes between wild-type and *mlf* mutant lz>GFP^+^ cells, we found 779 genes with significantly altered expression (adjusted p-value <0.01): the transcript level of 469 genes was decreased and that of 310 genes was increased in the absence of MLF (Fig 5A and 5B, and S2 Table). 

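With limma on log2(RPKM + 1), 169 of 8329 tested genes had an adjusted p-value under 0.01, of which 82 were decreased and 87 increased in the mlf mutant. The paper's test was made on read counts, which are not in the files analysed here. At an adjusted p-value under 0.05, 489 genes differed (235 decreased and 254 increased). The largest decreases that met the criteria for naming (estimated depth and no overlap between genotypes) were those of Cpr66Cb, hui, CG7860, Rh4 and CG16886, with log2 fold changes of -6.878, -5.549, -5.343, -5.241 and -5.115. Their order depended on the pseudocount, which was varied after seeing the data. Among them, hui was largest at 0.1 RPKM (-8.842), and CG7860 was largest at 10 RPKM (-5.063, against -2.485 for hui). The hui gene had 0 RPKM in every mlf mutant sample and lies within 2 Mb of mlf on chromosome 2R. For hui, a strain variant carried along with the mlf mutation therefore remains open. The largest increases by the same criteria were those of mir-276a, mir-2493, snoRNA:Me18S-C1366, CG6733 and Tsp29Fa, with log2 fold changes of 7.269, 6.911, 6.568, 5.094 and 4.886. Of the 779 genes of S2 Table, 745 were tested here. The fold change had the direction of the paper's ratio in 744 of these (6 of them have no ratio in S2 Table, for a control mean of 0, and were taken as increased). The genotypes did not overlap in 728, and 147 had an adjusted p-value under 0.01 with limma. The paper's test chose these genes from the same samples, so direction and separation are no independent check. Of all 8329 tested genes, 2298 had no overlap between genotypes. At the same threshold, sample weights, chosen after seeing the data, gave 323 genes, the largest shift in number, and the replicate block gave the fewest of the fits on all samples, 55.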

In line with our previous *in situ* hybridization results [26], RNAseq analysis did not reveal a significant modification of *PPO1* or *PPO2* expression in the absence of *mlf*. 

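PPO1 had 26685, 20141.2 and 24520.7 RPKM in control replicates 1, 2 and 3, and 0, 29788.3 and 25796.6 RPKM in mlf mutant replicates 1, 2 and 3. As deposited, these values gave a log2 fold change of -4.689 with a standard error of 4.69 (adjusted p = 0.659, limma), so that the spread among the mlf mutant samples was as large as the difference. The paper's S1 Table gives 31812.4 RPKM for the sample whose deposited value is 0. With zeros taken as missing where the other 5 samples had at least 10 RPKM, an alternative chosen after seeing the data, the mlf mutant samples had 27792.5 ± 2822.6 RPKM (SD, n = 2). The log2 fold change of PPO1 was then 0.231 (adjusted p = 0.602, limma), which reversed its sign. PPO2 had 14650.2 ± 1399.4 RPKM in control and 18998.0 ± 1734.3 RPKM in mlf mutant samples (SD, n = 3 each), a log2 fold change of 0.375 with a standard error of 0.158 (adjusted p = 0.251, limma). Each mlf mutant sample was above each control sample for PPO2 (exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). Quantile normalization, also chosen after seeing the data, moved the log2 fold change of PPO2 most, to 0.176. The paper reports no significant change of PPO1 or PPO2 in its RNAseq and relates this to its earlier in situ hybridizations. Its adjusted p-values (DESeq2) are 0.459 for PPO1 and 0.0104 for PPO2, the latter just above its threshold of 0.01.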

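The lz transcript level was 60.9 ± 13.2 RPKM in control and 34.5 ± 4.3 RPKM in mlf mutant lz>GFP+ cells (SD, n = 3 each), so the control mean was 1.767 times the mlf mutant mean. The log2 fold change was -0.787 with a standard error of 0.2 (adjusted p = 0.0719, limma), which is not under 0.01. All control samples were above all mlf mutant samples, from 46.3 against 38.9 RPKM for the closest pair (exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). With each sample left out in turn, the log2 fold change stayed between -0.969 and -0.657. The adjusted p-value was 0.164 with the replicate block and 0.0248 over genes with at least 10 estimated reads in every sample (limma), a filter chosen after seeing the data. As a possible cause of the reduction of lz transcripts, the paper names a defect in maintaining the lz auto-activation loop.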

However, the *lz* transcript level was reduced by ±2 fold (p-value = 0.0018), which could be due to defective maintenance of the *lz* auto-activation loop [43]. To assess whether other crystal cell markers were affected by *mlf*, we established a compilation of genes expressed in (embryonic or larval) crystal cells based on Flybase data mining and re-examination of Berkeley *Drosophila* Genome Project *in situ* hybridizations (http://insitu.fruitfly.org/cgi-bin/ex/insitu.pl) (S3 Table). Among these 129 genes (*i*.*e*. excluding *mlf* itself), 44 (34%) were differentially expressed in the absence of *mlf* (19 repressed and 25 activated) (Fig 5C), indicating a strong over-representation of deregulated gene in the “crystal cell” gene set as compared to all expressed genes (p-value = 2.6x10^-13^, hypergeometric test) and showing that *mlf* plays a crucial role for proper crystal cell differentiation.

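Of the 129 genes, 125 were matched to the files and 118 were tested. With limma on log2(RPKM + 1), 15 of the 118 (12.7%) had an adjusted p-value under 0.01, against 2.0% of all tested genes. Of these 15 genes, 5 were decreased and 10 were increased in the mlf mutant. The largest decreases were those of CG7860, CG6034 and Oscillin (log2 fold changes of -5.343, -4.19 and -3.85), and the largest increases those of CG6733, Sodh-1 and Pepck (5.094, 3.508 and 2.116). Among the 7407 genes above 0 RPKM in every sample, 124 differed. The 113 crystal cell genes in this background held 14 of them, where 1.9 would be drawn at random (exact hypergeometric test, p = 4.39e-09). In 10000 draws of other tested genes matched in mean RPKM, a set held 3.3 differing genes on average and at most 11 (permutation test, p = 0.0001, the smallest p that the draws allow). At an adjusted p-value under 0.05, 31 crystal cell genes differed (12 decreased and 19 increased). At the threshold of 0.01, the replicate block moved the count most, to 5 genes with a hypergeometric p-value of 0.000909. From the over-representation of deregulated genes, the paper concludes that mlf plays a crucial role in crystal cell differentiation.

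**Figure D2:**
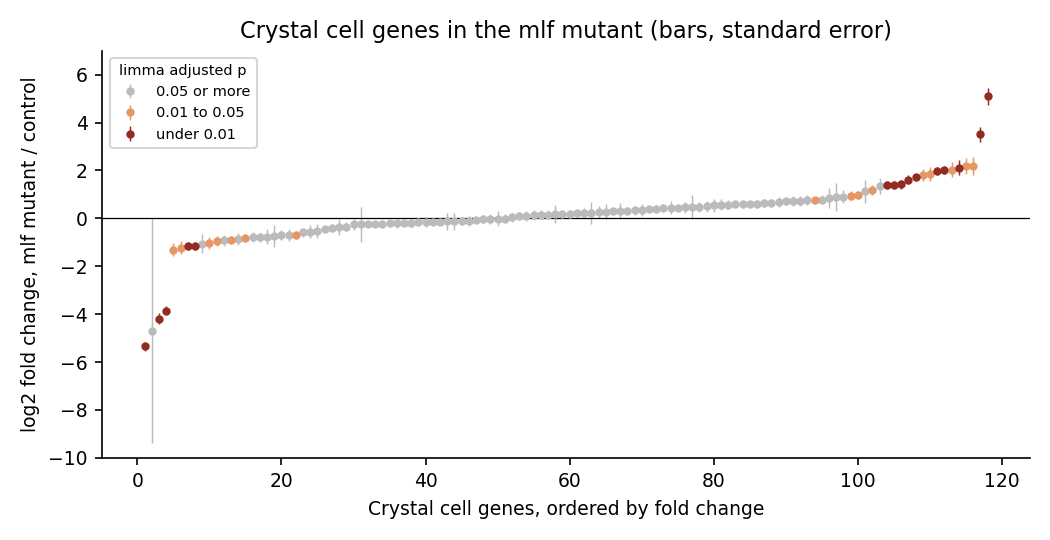
Log2 fold change (mlf mutant over control, log2(RPKM + 1) scale, y axis) of the 118 tested crystal cell genes, ordered along the x axis, with bars for the standard error and colours for the limma adjusted p-value. 15 genes are under 0.01, 16 between 0.01 and 0.05 and 87 at 0.05 or more, and the gene with the long bar near -4.689 is PPO1, with its deposited value of 0 RPKM in mlf mutant replicate 1.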

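CG7860 (FBgn0030653; chromosome X, 15568993 to 15570369 in BDGP6.54) fell from 1685.5 ± 339.2 RPKM in control to 40.3 ± 6.4 RPKM in mlf mutant lz>GFP+ cells (SD, n = 3 each). Its log2 fold change was -5.343 with a standard error of 0.193 (adjusted p = 4.96e-05, limma). Oscillin (FBgn0031717; chromosome 2L, 5547086 to 5549614) went from 495.1 ± 87.7 to 33.3 ± 5.3 RPKM (SD, n = 3 each), a log2 fold change of -3.85 with a standard error of 0.184 (adjusted p = 7.09e-05, limma). CG6733 (FBgn0039052; chromosome 3R, 23097728 to 23099191) had 1.275, 0 and 0.275 RPKM in control replicates 1, 2 and 3, and 35.1, 61.8 and 50.1 RPKM in mlf mutant replicates 1, 2 and 3. The log2 fold change of CG6733 was 5.094 with a standard error of 0.36 (adjusted p = 0.000446, limma). Its value of 0 RPKM in control replicate 2 cannot tell silence from a low level at the depth of that sample. There, 1 read on 1 kb of usable length was worth 2.37 RPKM. The 0 therefore does place CG6733 below the 35.1 to 61.8 RPKM of the mlf mutant samples. Jafrac1 (FBgn0040309; chromosome X, 13329824 to 13331994) rose from 754.4 ± 127.4 to 2943.2 ± 144.1 RPKM (SD, n = 3 each), with a log2 fold change of 1.976 and a standard error of 0.168 (adjusted p = 0.000894, limma). In each of the 4 genes the samples of the genotypes did not overlap (exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). The pseudocount moved CG6733 most, with log2 fold changes of 7.005 at 0.1 RPKM and 2.463 at 10 RPKM, both chosen after seeing the data. With the replicate block, the adjusted p-value of Jafrac1 was 0.0128 (limma). The paper selected these genes from the RNAseq as examples of decreased and increased expression.

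**Figure D3:**
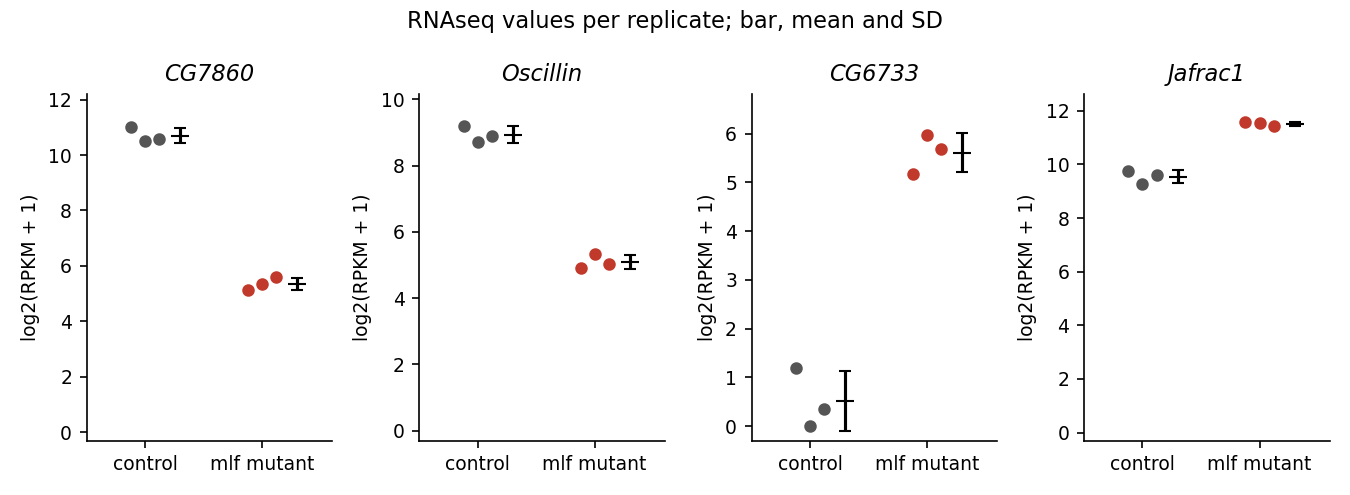
log2(RPKM + 1) of CG7860, Oscillin, CG6733 and Jafrac1 in each control (grey) and mlf mutant (red) replicate, with the mean and SD of the log2 values beside the points. For all 4 genes, the 3 points of a genotype lie apart from the 3 points of the other.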

To substantiate these results, we analyzed by *in situ* hybridization the expression of 4 genes that were either down-regulated (*CG7860* and *Oscillin*) or up-regulated (*CG6733* and *Jafrac1*) in the *mlf* mutant. *CG7860* and *Oscillin* were specifically expressed in lz>GFP^+^ but not in the surrounding lz>GFP^-^ hemocytes in wild-type conditions (Fig 5D and 5G). Consistent with our RNAseq data, the expression of *CG7860* and *Oscillin* was strongly reduced in *mlf* mutant larvae. Although *CG6733* is expressed in embryonic crystal cells [43], we did not detect its expression in circulating hemocytes of wild-type larvae, but it was expressed in the lz>GFP^+^ lineage in *mlf* larvae (Fig 5J and 5K). Finally, *Jafrac1* expression increased in lz>GFP^+^ cells of *mlf* mutant larvae as compared to wild-type, whereas its (lower) expression in lz>GFP^-^ blood cells seemed similar (Fig 5M and 5N). These data thus confirm the RNAseq results and demonstrate that MLF controls the expression of several crystal cell markers. Since the above results indicate that MLF functionally interacts with DnaJ-1 during crystal cell development, we also tested whether these four genes were deregulated in the *dnaj-1* mutant. As for *mlf*, we observed that a *dnaj-1* mutation caused a down-regulation of *CG7860* and *Oscillin* and an up-regulation of *CG6733* and *Jafrac1* expression in lz>GFP^+^ blood cells (Fig 5F, 5I, 5L and 5O).

In sum it appears that the loss of *mlf* or *dnaj-1* leads to a deregulation of the crystal cell gene expression program characterized both by the overexpression and the downregulation of crystal cell markers. Therefore *mlf* and *dnaj-1* are required for proper differentiation of the Lz^+^ blood cell lineage.

### MLF and DnaJ-1 control Lz^+^ cell number and size by repressing Notch signaling

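The Notch gene (N, FBgn0004647; chromosome X, 3134870 to 3172221 on the plus strand in BDGP6.54) had 24.9, 36.3 and 29.9 RPKM in control replicates 1, 2 and 3, and 61.7, 61.6 and 57.0 RPKM in mlf mutant replicates 1, 2 and 3. The means were 30.4 ± 5.7 and 60.1 ± 2.7 RPKM (SD, n = 3 each), a ratio of 1.98 of mlf mutant over control. The log2 fold change was 0.978 with a standard error of 0.169 (adjusted p = 0.0187, limma), which is under 0.05 but not under 0.01. Each mlf mutant sample exceeded each control sample (exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). The fold change ranged from 0.848 to 1.111 when each sample was left out in turn. Its adjusted p-value was 0.0633 with the replicate block and 0.00253 with sample weights (limma), which were added after seeing the data. The paper starts from the higher level of Notch transcripts and the role of Notch in crystal cell growth. It names increased ligand-independent Notch signaling as a possible cause of the more numerous and larger lz>GFP+ cells.

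**Figure D4:**
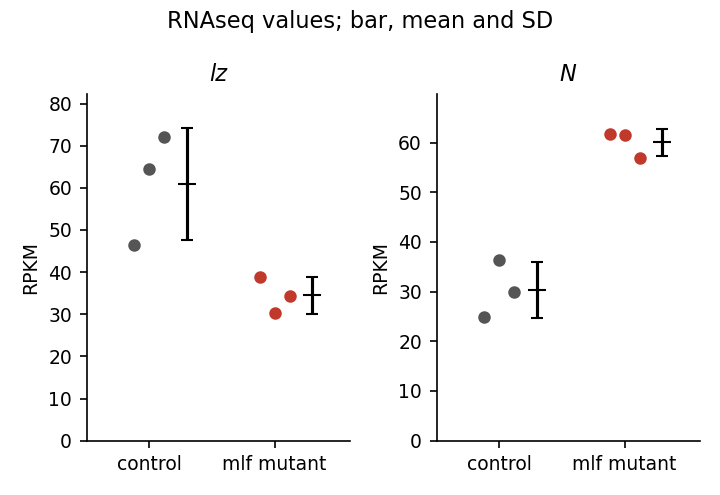
RPKM of lz (left) and Notch (N, right) in each control (grey) and mlf mutant (red) replicate, with the mean and SD beside the points. The lz values are 46.3 to 72.0 RPKM in control and 30.3 to 38.9 RPKM in the mlf mutant, and the Notch values are 24.9 to 36.3 and 57.0 to 61.7 RPKM.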

Interestingly, the levels of *Notch* receptor transcripts were significantly higher in the *mlf* mutant (p = 1.3x10^-6^) (Fig 5C). Notch signaling plays a key role in crystal cell development [27]: Notch is first activated by its ligand Serrate to specify Lz^+^ cells (crystal cell precursors) and its activation is subsequently maintained in Lz^+^ cells in a ligand-independent manner to promote crystal cell growth and survival [29–31, 40, 44]. The rise in lz>GFP^+^ cell number and size observed in *mlf* and *dnaj-1* mutant could thus be due to increased ligand-independent Notch signaling. However, the role of Notch signaling in crystal cell growth and survival has been mainly investigated in the larval lymph gland [30, 31]. In agreement with these investigations, inhibiting the Notch pathway in circulating Lz^+^ cells, either by down-regulating the expression of Suppressor of Hairless [Su(H)], the core transcription factor in the Notch pathway, or by overexpressing Suppressor of Deltex [Su(dx)], a negative regulator of Notch [45], resulted in a decrease in lz>GFP^+^ cell number and impaired their growth, whereas the overactivation of Notch signaling consecutive to the expression of a constitutively active Su(H)-VP16 fusion protein [46], caused a strong increase in lz>GFP^+^ cell number and size (S5 Fig).

Then we further investigated the level of Notch expression and activation in *mlf* and *dnaj-1* mutant blood cells. Immunostaining using an antibody against the Notch extracellular domain (NECD) showed that Notch accumulated at higher levels in lz>GFP^+^ cells of *mlf* and *dnaj-1* mutant larvae than in wild-type conditions (Fig 6A–6C). Quantitative analyses confirmed that *mlf* loss caused a significant increase in Notch level in lz>GFP^+^ cell, whereas the (lower) expression of Notch in lz>GFP^-^ blood cells was not affected (Fig 6D). Similar results were obtained when we measured Notch protein levels using an antibody directed against its intra-cellular domain (NICD) (Fig 6E and S6 Fig). Thus Notch level is specifically increased in lz>GFP^+^ cells of *mlf* and *dnaj-1* mutants. Next, we tested whether this resulted in increased signaling by monitoring the expression of two Notch signaling pathway reporter genes expressed in larval crystal cells: Klumpfuss-Cherry [31] and NRE-GFP [47]. Both *mlf* and *dnaj-1* loss were associated with a strong increase in the expression of these reporters (Fig 6F–6J). Thus *mlf* and *dnaj-1* are required to tune down Notch signaling in the crystal cell lineage. Finally, we asked whether the rise in lz>GFP^+^ cell size and/or number observed in *mlf* and *dnaj-1* mutants depends on Notch. Strikingly, when we reduced *Notch* dosage by introducing one copy of the *N*^*55e11*^ null allele in these mutants, both parameters were restored to control levels, while *N*^*55e1*1^ heterozygote mutation had no effect *per se* (Fig 6K and 6L). Collectively, these data strongly support the hypothesis that the increase in Notch level underlies lz>GFP^+^ cell expansion in *mlf* and *dnaj-1* mutants.

**Fig 6:**
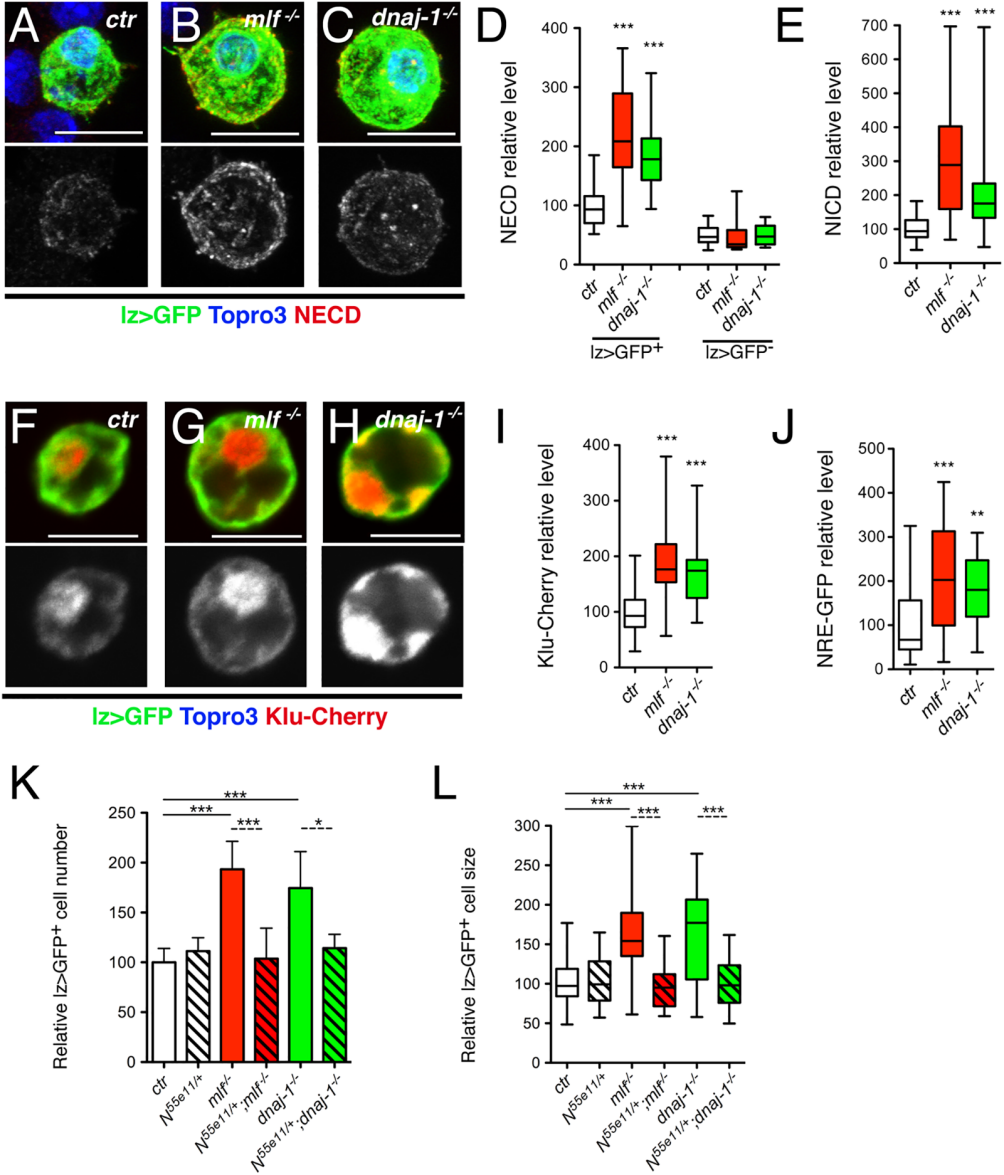
The increase in lz>GFP^+^ cell number and size in *mlf* and *dnaj-1* mutant larvae is caused by overactivation of the Notch signaling pathway. (A-C) Immunostainings against Notch (NECD: Notch extracellular domain) in blood cells from *lz-GAL4*,*UAS-mCD8-GFP/+* control (A), *mlf*^*-/-*^ (B) and *dnaj-1*^*-/-*^ (C) larvae. The immunostaining against Notch protein only is shown in the lower panels. Nuclei were stained with Topro3. (D) Quantification of NECD immunostainings in lz>GFP^+^ and lz>GFP^-^ blood cells from control, *mlf*^*-/-*^ and *dnaj-1*^*-/-*^ larvae. (E) Quantification of NICD (Notch intracellular domain) immunostainings in lz>GFP^+^ blood cells from control, *mlf*^*-/-*^ and *dnaj-1*^*-/-*^ larvae. (F-H) Expression of the Notch pathway reporter Klu-Cherry in lz>GFP^+^ blood cells from control, *mlf*^*-/-*^ or *dnaj-1*^*-/-*^ larvae. Klu-Cherry expression only is shown in the lower panels. (I) Corresponding quantification of Klu-Cherry level. (J) Quantification of the expression level of the Notch pathway reporter NRE-GFP in PPO1-expressing cells from control, *mlf*^*-/-*^ or *dnaj-1*^*-/-*^ larvae. (K, L) Relative lz>GFP^+^ blood cell number (K) and size (L) in third instar larvae of the indicated genotypes.

### MLF and DnaJ-1 are required to turn-down Notch expression during crystal cell maturation

It was shown that crystal cells tend to increase their size as they mature in response to Notch signaling [31, 40], which is consistent with the results we obtained by manipulating Notch signaling activity in Lz^+^ cells (S5 Fig). To better characterize the defects associated with *mlf* or *dnaj-1* loss, we analyzed the distribution of lz>GFP^+^ cells as well as Notch level according to lz>GFP^+^ cell size categories. Whereas cells more than 1.3-fold larger than the mean wild-type cell size represented a small fraction (±10%) of the lz>GFP^+^ population in wild-type larvae, they constituted the prevalent population in *mlf* or *dnaj-1* mutant (respectively 49.6 and 37%) (Fig 7A). Interestingly, Notch protein level was maximum in the population of lz>GFP^+^ cells of mean cell size but lower in larger cells of wild-type larvae (Fig 7B), whereas it continued to increase in the larger cell populations of *mlf* or *dnaj-1* larvae (Fig 7B–7D). Actually we observed a similar trend when we monitored *Notch* expression by *in situ* hybridization. In wild-type larvae, *Notch* transcripts were readily seen in small/medium lz>GFP^+^ cells but barely detectable in large lz>GFP^+^ cells (Fig 7E and 7F). In contrast, *Notch* transcripts continued to accumulate in large lz>GFP^+^ cells from *mlf* or *dnaj-1* mutant larvae (Fig 7H and 7J). Hence, MLF/DnaJ-1 loss is associated with the accumulation of large crystal cells exhibiting aberrant maintenance of *Notch* expression. Since the Notch pathway is activated in a ligand-independent manner in Lz^+^ cells [30], a tight regulation of the level of Notch is particularly critical to control crystal cell growth and number. All together, our data suggest that in *mlf* or *dnaj-1* mutant larvae, *Notch* expression fails to be turned down when lz>GFP^+^ cells reach a critical size, leading to the maintenance of a high level of Notch signaling and thus to increased crystal cell growth and survival.

**Fig 7:**
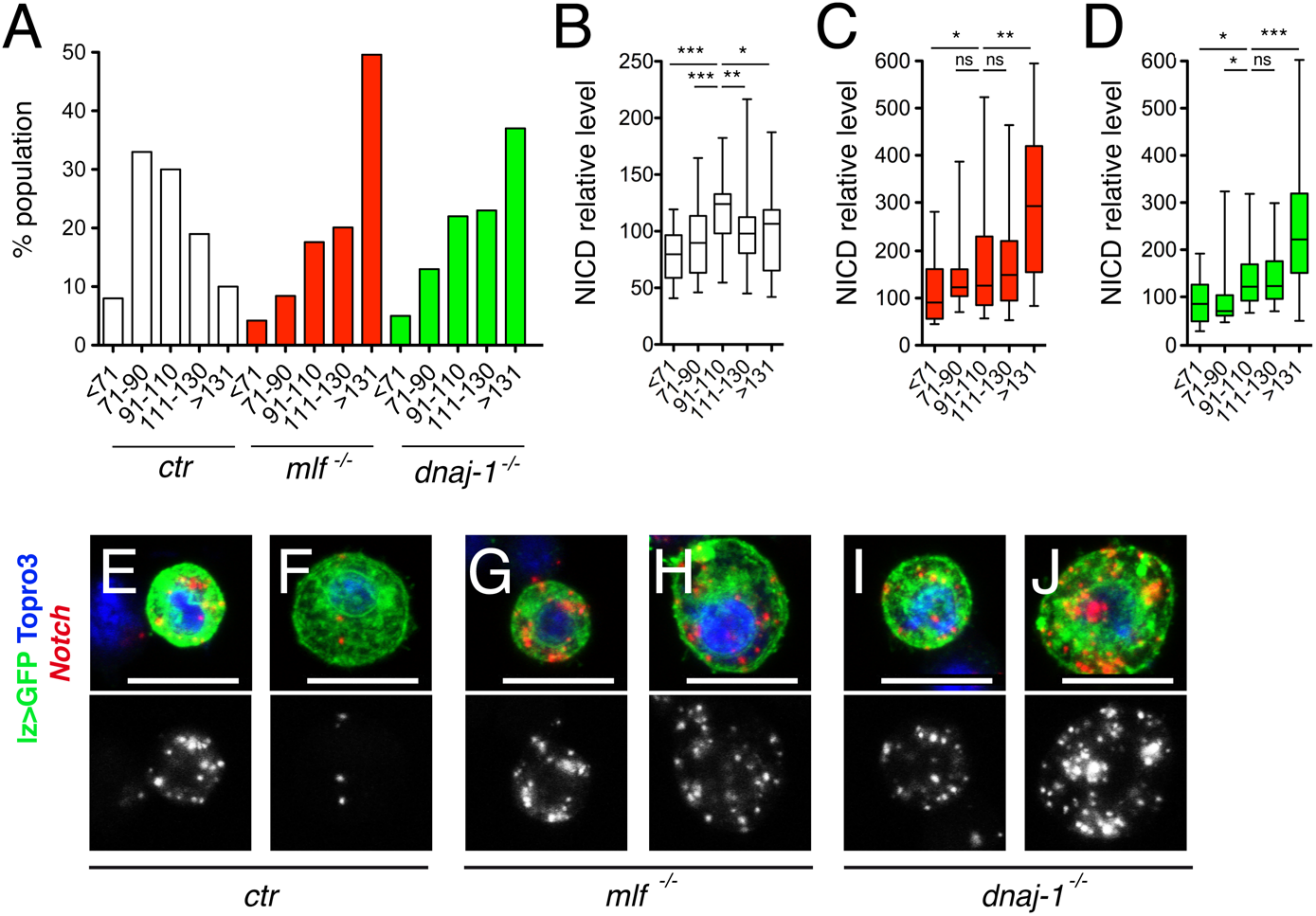
MLF and DnaJ-1 are required to turn down Notch expression in large crystal cells. (A) Quantificationd of the proportion of lz>GFP^+^ cells according to their size in control, *mlf*^*-/-*^ or *dnaj-1*^*-/-*^ larvae. Cells were grouped into 5 categories as compared to the mean size of lz>GFP^+^ cells in the control condition. (B-D) Quantification of NICD immunostaining (relative to control) in each of the five lz>GFP^+^ cell size categories in control (B), *mlf*^*-/-*^ (C) and *dnaj-1*^*-/-*^ (D) larvae. *:p-value<0.05, **: p-value<0.01, *** p-value<0.001, n.s.: not significant. (E-J) Fluorescent immunostainings of GFP and *in situ* hybridizations of *Notch* in circulating blood cells from *lz-GAL4*,*UAS-mCD8-GFP/+* third instar larvae of the indicated genotypes. Representative images of *Notch* expression in small/medium (E, G, I) *versus* large (F, H, J) lz>GFP^+^ cells. Scale bar: 10 μm. Nuclei were stained with Topro3. The lower panels show *Notch* expression only.

### High levels of Lz prevent accumulation of lz>GFP^+^ cells and repress Notch expression/signaling

We showed above that forcing the expression of Lz rescues the increase in crystal cell number and size caused by *mlf* or *dnaj-1* loss. It is thus plausible that this RUNX transcription factor directly participates in down-regulation of Notch signaling. To explore this hypothesis, we asked whether a reduction in *lz* activity might cause an expansion of the Lz^+^ cell lineage associated with an over-activation of the Notch pathway. Accordingly, we introduced the *lz*^*r1*^ null allele into the *lz*^*GAL4*^ context. This hypomorphic allelic combination caused a decrease in Lz expression (Fig 8B) and resulted in an increase in lz>GFP^+^ cell number and size (Fig 8E and 8F). Interestingly, *lz*^*GAL4*^*/Y* hemizygous larvae displayed similar phenotypes (Fig 8C, 8E and 8F), indicating that this P{GAL4} insertion in *lz* alters its expression in the crystal cell lineage. As an alternate strategy, we interfered with Lz activity by expressing a fusion protein between Lz partner Brother (*Drosophila* CBFß homolog) and the non-muscular myosin heavy chain SMMHC [48]. This chimera mimics the CBFß-MYH11 fusion protein generated by the Inv(16) translocation in human AML and can sequester RUNX factors in the cytoplasm [1, 49]. Bro-SMMHC expression in lz>GFP^+^ cells titrated Lz from the nucleus and also caused an increase in lz>GFP^+^ cell number and size (Fig 8D–8F). Importantly, the expression of the Notch pathway reporters NRE-GFP and Klu-Cherry was strongly increased in *lz*^*GAL4/*^*lz*^*R1*^ mutant or upon Bro-SMHCC expression in the Lz^+^ blood cell lineage (Fig 8G and 8H). Moreover, knocking down Su(H) or over-expressing the Notch protein inhibitor Su(dx) was sufficient to prevent the rise in lz>GFP^+^ cell number and size of *lz*^*GAL4*^*/Y* hemyzigotes (S5 Fig). Thus, a reduction in *lz* activity causes similar defects as the *mlf* or *dnaj-1* mutations and likely involves the overactivation of the Notch pathway.

**Fig 8:**
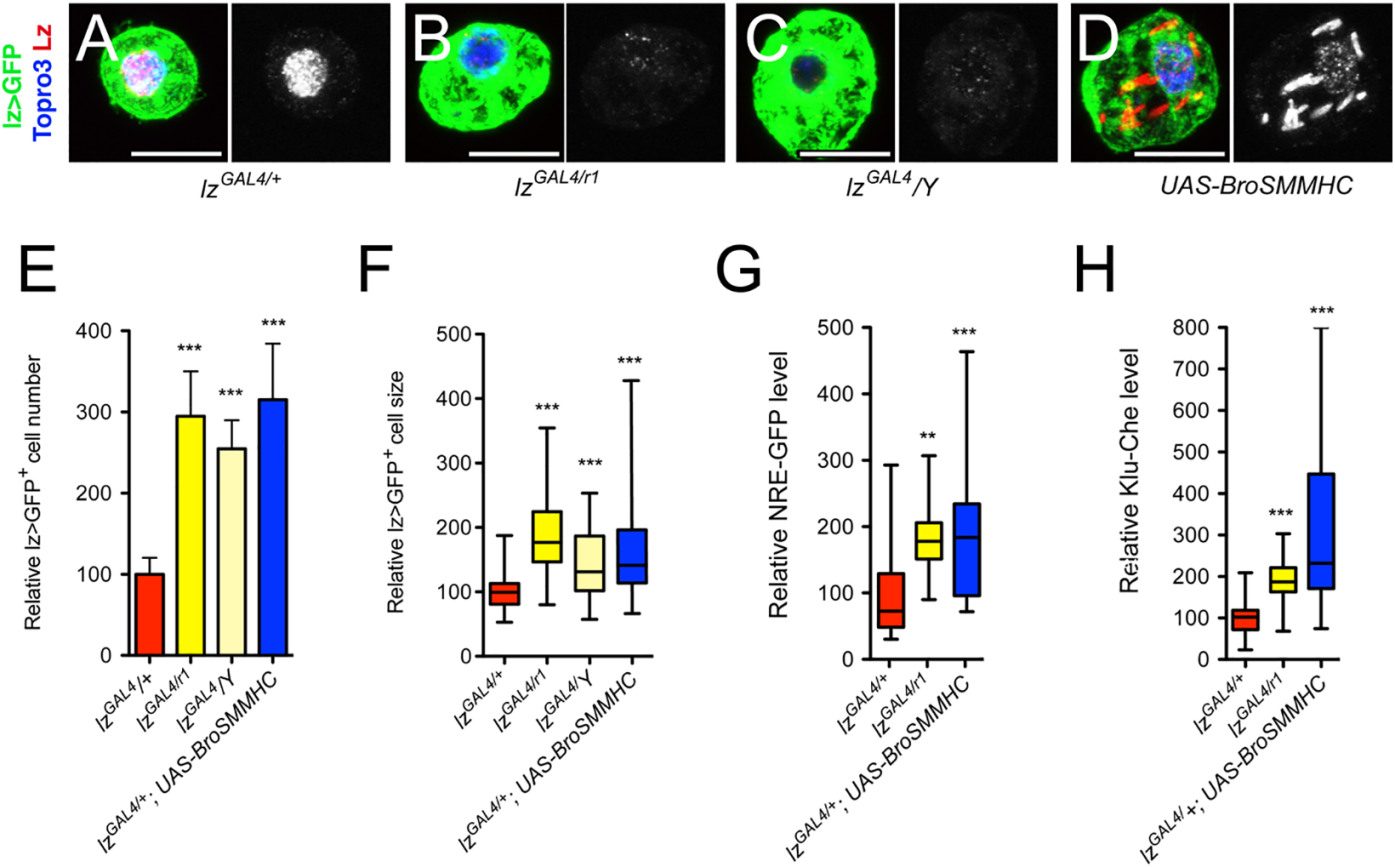
High levels of Lz prevent lz>GFP^+^ cell accumulation and Notch signaling overactivation. (A-D) Fluorescent immunostainings of Lz in circulating blood cells from *lz-GAL4*, *UAS-mCD8-GFP/+* (A, control), *lz-GAL4*, *UAS-mCD8-GFP/lz*^*r1*^ (B), *lz-GAL4*, *UAS-mCD8-GFP/Y* (C) and *lz-GAL4*, *UAS-mCD8-GFP/+; UAS-BroSMMHC* (D) third instar larvae. Nuclei were stained with Topro3. Scale bar: 10μm. Lz immunostaining only is shown in the right panels. (E-H) Quantifications of lz>GFP^+^ cell number (E) and size (F) as well as NRE-GFP (G) and Klu-Cherry (H) expression levels in third instar larvae of the indicated genotypes. **: p-value<0.01, *** p-value<0.001.

Then we analyzed the relathionship between Lz and Notch levels. In Lz^+^ cells of increasing size, Lz levels continuously increased while Notch became less abundant (S7A Fig). This suggested that Lz level rises as crystal cells grow/mature and, in view of the above results, we surmised that this increase might participate in the down-regulation of the Notch receptor. Indeed, we found that the Notch receptor level was significantly augmented in lz>GFP^+^ cells of hypomorphic *lz*^*GAL4*^*/Y* hemyzigote mutant larvae, whereas it was reduced when Lz was over-expressed (Fig 9A–9E). In addition, the increase in Notch expression observed in *lz*^*GAL4*^*/Y* larvae was suppressed by forcing Lz expression. Moreover, *in situ* hybridization experiments revealed that, unlike in control larvae, *Notch* expression was not repressed in large lz>GFP^+^ cells in *lz*^*GAL4*^*/Y* larvae (S7 Fig). Therefore *Notch* might be a direct transcriptional target of Lz. By analyzing the expression of different GAL4 lines that cover potential *Notch* regulatory regions [50], we identified two lines that drive expression in circulating Lz^+^ blood cells (Fig 9F and S7 Fig). The regulatory elements carried by these two lines (GMR30A01 and GMR30C06) overlap on a 668bp DNA segment that contains two consensus binding sites for RUNX transcription factors conserved in other *Drosophila* species (S7A Fig), suggesting that Lz might directly regulate *Notch* transcription by targeting this region. We thus tested the effect of Lz dosage manipulation on the activity of this enhancer-GAL4 line. Strikingly, a hypomorphic *lozenge* mutation (*lz*^*g*^*/Y*) [51] or the expression of Bro-SMMHC caused an increase in the expression of this enhancer, whereas the over-expression of Lz resulted in its down-regulation (Fig 9G–9K). These findings strongly argue that Lz directly represses *Notch* expression.

**Fig 9:**
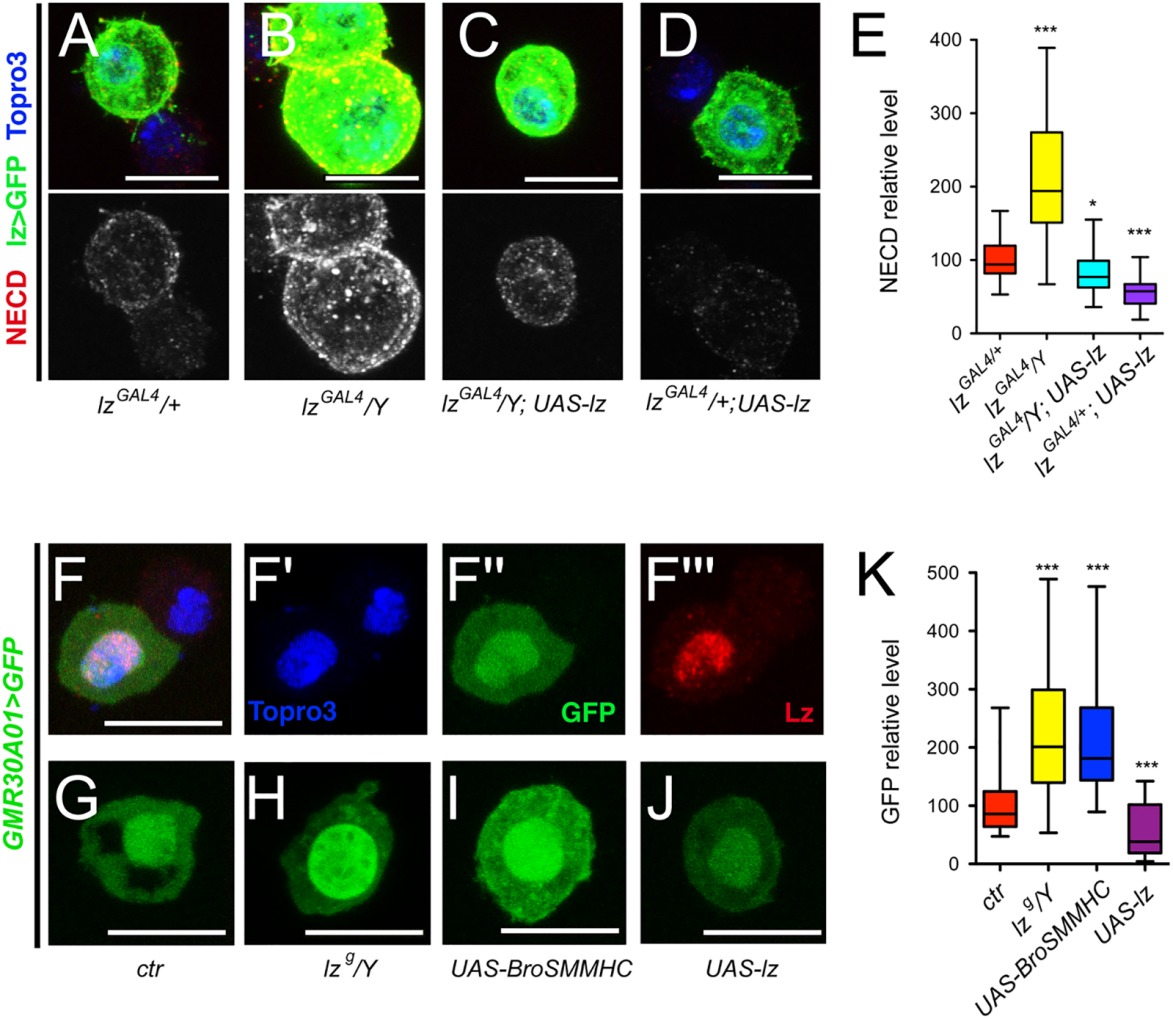
Lz represses *Notch* expression. (A-D) Immunostainings against NECD (Notch extracellular domain) in blood cells from *lz-GAL4*, *UAS-mCD8-GFP/+* (A), *lz-GAL4*, *UAS-mCD8-GFP/Y* (B), *lz-GAL4*, *UAS-mCD8-GFP/Y; UAS-lz* (C) and *lz-GAL4*, *UAS-mCD8-GFP/+; UAS-lz* (D) third instar larvae. NECD immunostaining only is shown in the lower panels. Nuclei were stained with Topro3. (E) Corresponding quantifications of NECD in lz>GFP^+^ blood cells. (F-F”‘) Immunostaining against Lz in circulating blood cells from *Notch*^*GMR30A01*^*-GAL4*, *UAS-GFPnls* third instar larvae. Nuclei were stained with Topro3. (F’-F”‘): single channel images. (G-J) *Notch*^*GMR30A01*^*-GAL4*-driven expression of GFP in circulating blood cells from larvae of the indicated genotypes. (K) Corresponding quantifications of the level of GFP. (A-D, F-J) Scale bar: 10μm. (E, K) *: p-value<0.05, *** p-value<0.001.

All together, these results demonstrate that high levels of Lz are required to prevent the accumulation of over-grown lz>GFP^+^ cells as well as over-activation of the Notch pathway, and we propose that Lz-mediated repression of *Notch* transcription is critical during this process.

## Discussion

Members of the RUNX and MLF families have been implicated in the control of blood cell development in mammals and *Drosophila* and deregulation of their expression is associated with human hemopathies including leukemia [1, 9, 15, 52]. Our results establish the first link between the MLF/DnaJ-1 complex and the regulation of a RUNX transcription factor *in vivo*. In addition, our data show that the stabilization of Lz by the MLF/DnaJ-1 complex is critical to control Notch expression and signaling and thereby blood cell growth and survival. These findings pinpoint the specific function of the Hsp40 chaperone DnaJ-1 in hematopoiesis, reveal a potentially conserved mechanism of regulation of RUNX activity and highlight a new layer of control of Notch signaling at the transcriptional level.

In line with results published as this manuscript was in preparation [20], we found that MLF binds DnaJ-1 and Hsc70-4 and that these two proteins, like MLF, are required for Lz stable expression in Kc167 cells. In addition, our data show that MLF and DnaJ-1 bind to each other *via* evolutionarily conserved domains and also interact with Lz, suggesting that Lz is a direct target of a chaperone complex formed by MLF, DnaJ-1 and Hsc70-4. Of note, a systematic characterization of Hsp70 chaperone complexes in human cells identified MLF1 and MLF2 as potential partners of DnaJ-1 homologs, DNAJB1, B4 and B6 [53], a finding corroborated by Dyer *et al*. [20]. Therefore, the MLF/DnaJ-1/Hsc70 complex could play a conserved role in mammals, notably in the regulation of the stability of RUNX transcription factors. How MLF acts within this chaperone complex remains to be determined. *In vivo*, we demonstrate that *dnaj-1* mutations lead to defects in crystal cell development strikingly similar to those observed in *mlf* mutant larvae and we show that these two genes act together to control Lz^+^ cells development by impinging on Lz activity. Our data suggest that in the absence of DnaJ-1, high levels of MLF lead to the accumulation of defective Lz protein whereas lower levels of MLF allow its degradation. We thus propose that MLF stabilizes Lz and, together with DnaJ-1, promotes its proper folding/conformation. In humans, DnaJB4 stabilizes wild-type E-cadherin but induces the degradation of mutant E-cadherin variants associated with hereditary diffuse gastric cancer [54]. Thus the fate of DnaJ client proteins is controlled at different levels and MLF might be an important regulator in this process.

In this work, we present the first null mutant for a gene of the *DnaJB* family in metazoans and our results demonstrate that a DnaJ protein is required *in vivo* to control hematopoiesis. There are 16 DnaJB and in total 49 DnaJ encoding genes in mammals and the expansion of this family has likely played an important role in the diversification of their functions [55, 56]. DnaJB9 overexpression was found to increase hematopoietic stem cell repopulation capacity [57] and Hsp70 inhibitors have anti-leukemic activity [58], but the participation of other DnaJ proteins in hematopoiesis or leukemia has not been explored. Actually DnaJ’s molecular mechanism of action has been fairly well studied but we have limited insights as to their role *in vivo*. Interestingly though, both DnaJ-1 and MLF suppress polyglutamine protein aggregation and cytotoxicity in *Drosophila* models of neurodegenerative diseases [17, 23, 24, 59–63, 64], and this function is conserved in mammals [24, 25, 65, 66]. It is tempting to speculate that MLF and DnaJB proteins act together in this process as well as in leukemogenesis. Thus a better characterization of their mechanism of action may help develop new therapeutic approaches for these diseases.

As shown here, *mlf* or *dnaj-1* mutant larvae harbor more crystal cells than wild-type larvae. This rise in Lz^+^ cell number is not due to an increased induction of crystal cell fate as we could rescue this defect by re-expressing DnaJ-1 or Lz with the *lz-GAL4* driver, which turns on after crystal cell induction, and it was also observed in *lz* hypomorph mutants, which again suggests a post-*lz* / cell fate choice process. Moreover *mlf* or *dnaj-1* mutant larvae display a higher fraction of the largest lz>GFP^+^ cell population, which could correspond to the more mature crystal cells [31, 40]. It is thus tempting to speculate that *mlf* or *dnaj-1* loss promotes the survival of fully differentiated crystal cells. Our RNAseq data demonstrate that *mlf* is critical for expression of crystal cell associated genes, but we observed both up-regulation and down-regulation of crystal cell differentiation markers in *mlf* or *dnaj-1* mutant Lz^+^ cells. 

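Among the 118 crystal cell genes tested, the log2 fold change was above 0 in 67 and below 0 in 51. At an adjusted p-value under 0.01 (limma), 10 were increased and 5 were decreased in mlf mutant lz>GFP+ cells, and at under 0.05 the numbers were 19 and 12. Leaving out each sample in turn gave 5 to 12 increased genes, while 3 genes remained decreased in every such fit. The paper weighs changes in both directions together with its observations on cell maturation and on plasmatocyte markers. From these it proposes that mis-differentiated crystal cells accumulate when MLF and DnaJ-1 are lost.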

Also these changes did not appear to correlate with crystal cell maturation status since we found alterations in gene expression in the mutants both in small and large Lz^+^ cells. 

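Of the 4 plasmatocyte markers named in the results, Hml and NimC1 were higher and Pxn and crq were lower on average in mlf mutant lz>GFP+ cells. Hml had 1264.6 ± 110.7 RPKM in control and 1672.5 ± 308.5 RPKM in mlf mutant samples (SD, n = 3 each), a log2 fold change of 0.39 (adjusted p = 0.302, limma). NimC1 rose from 150.6 ± 8.7 to 264.6 ± 35.9 RPKM (SD, n = 3 each), a log2 fold change of 0.802 (adjusted p = 0.0237, limma). Pxn had 678.3 ± 68.6 and 605.3 ± 48.3 RPKM (SD, n = 3 each), with overlapping samples and a log2 fold change of -0.162 (adjusted p = 0.605, limma). The crq gene went from 330.5 ± 28.1 to 190.3 ± 31.9 RPKM (SD, n = 3 each), a log2 fold change of -0.804 (adjusted p = 0.0369, limma). None of the 4 had an adjusted p-value under 0.01 in the main fit. The paper's adjusted p-values (DESeq2) are under 0.01 for NimC1 (8.49e-08) and crq (4.69e-05), and not for Hml (0.115) and Pxn (0.072). With sample weights, chosen after seeing the data, NimC1 had a log2 fold change of 0.86 (adjusted p = 0.00924, limma). With the replicate block, the adjusted p-values of NimC1 and crq were 0.0772 and 0.112 (limma). The paper states that its transcriptome did not reveal a particular bias of plasmatocyte markers toward lower expression.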

In addition our transcriptome did not reveal a particular bias toward decreased expression for “plasmatocyte” markers in Lz^+^ cells from *mlf*^*-*^ mutant larvae. Thus, it appears that MLF and DnaJ-1 loss leads to the accumulation of mis-differentiated crystal cells.

Our data support a model whereby MLF and DnaJ-1 act together to promote Lz accumulation, which in turn represses Notch transcription and signaling pathway to control crystal cell size and number (Fig 10). Indeed, we observe an abnormal maintenance of *Notch* expression in the larger Lz^+^ cells as well as an over-activation of the Notch pathway in the crystal cell lineage of *mlf* and *dnaj-1* mutants or when we interfere with Lz activity. Moreover our data as well as previously published experiments show that Notch activation promotes crystal cell growth and survival [30, 31, 40]. Importantly too the increase in Lz^+^ cell number and size observed in *mlf* or *dnaJ-1* mutant is suppressed when *Notch* dosage is decreased. Yet, some of the mis-differentiation phenotypes in the *mlf* or *dnaj-1* mutants might be independent of Notch since changes in crystal cell markers expression seem to appear before alterations in Notch are apparent. At the molecular level, our results suggest that Lz directly represses *Notch* transcription as we identified a Lz-responsive *Notch cis*-regulatory element that contains conserved RUNX binding sites. The activation of the Notch pathway in circulating Lz^+^ cells is ligand-independent and mediated through stabilization of the Notch receptor in endocytic vesicles [30, 45]. Hence a tight control of *Notch* expression is of particular importance to keep in check the Notch pathway and prevent the abnormal development of the Lz^+^ blood cell lineage. Notably, *Notch* transcription was shown to be directly activated by Notch signaling [67]. Such an auto-activation loop might rapidly go awry in a context in which Notch pathway activation is independent of ligand binding. By promoting the accumulation of Lz during crystal cell maturation, MLF and DnaJ-1 thus provide an effective cell-autonomous mechanism to inhibit Notch signaling. Further experiments will now be required to establish how Lz represses *Notch* transcription. RUNX factors can act as transcriptional repressors by recruiting co-repressor such as members of the Groucho family [68]. Whether MLF and DnaJ-1 directly contribute to Lz-induced-repression in addition to regulating its stability is an open question. MLF and DnaJ-1 were recently found to bind and regulate a common set of genes in cell culture [20]. They may thus provide a favorable chromatin environment for Lz binding or be recruited with Lz and/or favor a conformation change in Lz that allows its interaction with co-repressors. The scarcity of lz>GFP^+^ cells precludes a biochemical characterization of Lz, MLF and DnaJ-1 mode of action notably at the chromatin level but further genetic studies should help decipher their mode of action. While the post-translational control of Notch has been extensively studied, its transcriptional regulation seems largely overlooked [69]. Our findings indicate that this is nonetheless an alternative entry point to control the activity of this pathway. Given the importance of RUNX transcription factor and Notch signaling in hematopoiesis and blood cell malignancies [1, 2], it will be of particular interest to further study whether RUNX factors can regulate Notch expression and signaling during these processes in mammals.

**Fig 10:**
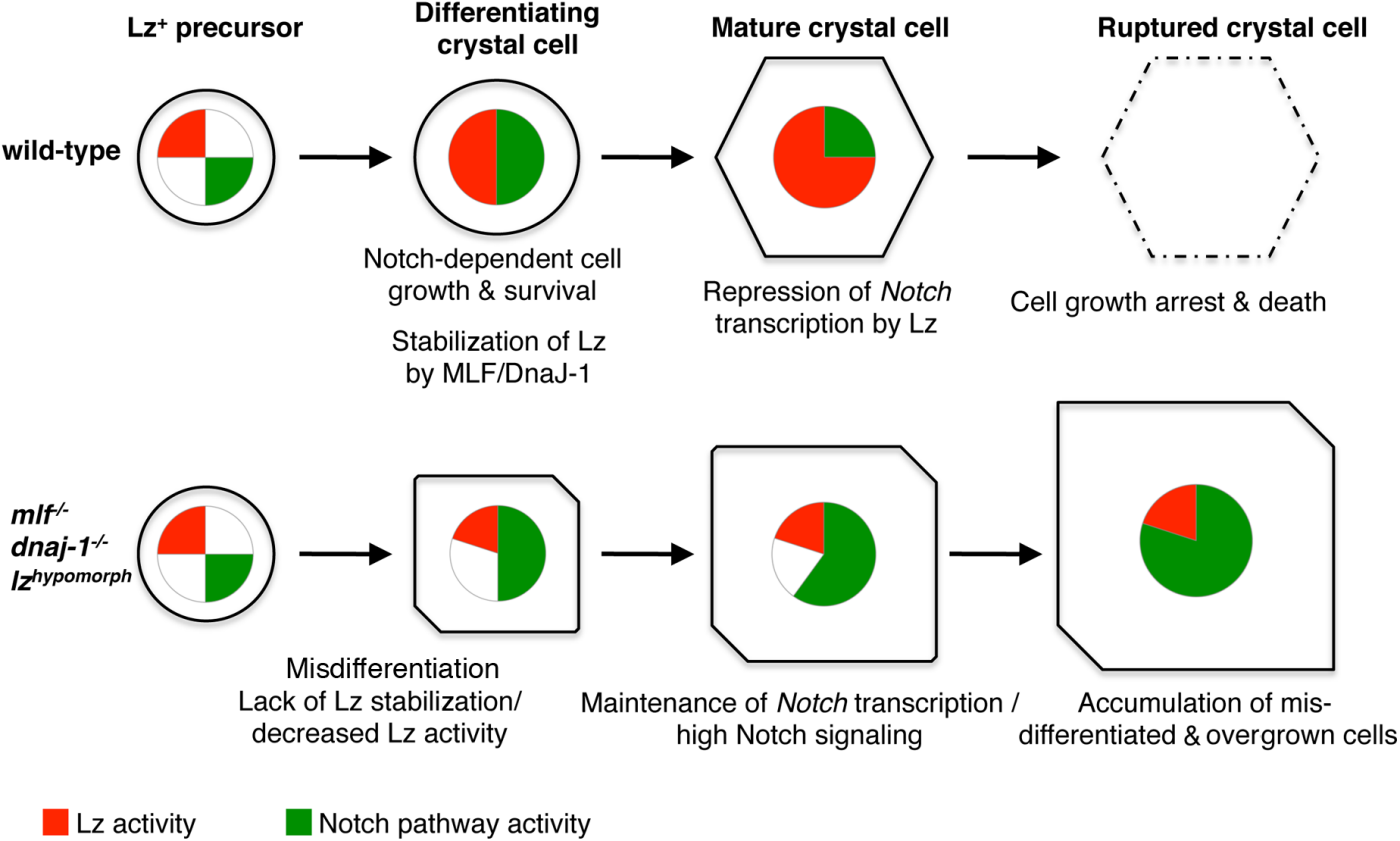
A model for the control of crystal cell development by MLF/DnaJ-1, Lz, and Notch. In wild-type conditions, *lz* expression is induced in crystal cell precursors and Lz protein gradually accumulates thanks to its interaction with MLF/DnaJ-1. At the same time, ligand-independent Notch signaling promotes crystal cell growth and survival. Once it reaches a sufficient level, Lz represses *Notch* transcription. This leads to a down-regulation of Notch signaling, thereby limiting crystal cell growth and promoting the death (rupture) of mature crystal cells. In conditions where Lz activity is impaired (decreased expression or lack of stabilization by MLF/DnaJ-1), crystal cells do not differentiate properly and Notch activity is maintained at high levels, which causes the accumulation of a higher number of Lz^+^ cells and their overgrowth.

In conclusion, our study shows that MLF and DnaJ-1 act together to regulate RUNX transcription factor activity, which in turn controls Notch signaling during hematopoiesis *in vivo*. We anticipate that the extraordinary genetic toolbox available in *Drosophila* will help shed further light on the mechanism of action of these evolutionarily conserved proteins and will bring valuable insights into the control of protein homeostasis by MLF and DnaJ-1 during normal or pathological situations.

## Materials and methods

### Fly strains

The following *Drosophila melanogaster* lines were used: *mlf*^*ΔC1*^, *UAS-mlf* [17], *UAS-ds-mlf* (National Institute of Genetics), *UAS-lz*, *lz*^*GAL4*^,*UAS-mCD8-GFP*, *lz*^*g*^, *lz*^*r1*^, *N*^*55e11*^, *UAS-dsSu(H)*, P*{EPgy2}DnaJ-1EY04359*, *UAS-dnaj-1*, *Def(3L)BSC884*, *vas-Cas9*, *UAS-GFPnls*, *NRE-GFP*, *GMR30C06*, *GMR30A01*, *UAS-dsSu(H)* (Bloomington *Drosophila* Stock Center), *Bc-GFP* [70], *Klu-mCherry* [31] *UAS-Bro-SMMHC* [48], *UAS-DnaJ-1ΔJ* [61], *UAS-dsSu(H)*, *UAS-Su(H)-VP16* [46], *UAS-Su(dx)* [71]. To generate *dnaj-1* deficient flies, we designed two guide RNA targeting *dnaj-1* locus (S4 Fig) and the corresponding DNA oligonucleotides (g2: GTCGACCACAACGCGCCGGATCAA; g3: GTCGCATCACAGTCACGCTTTCCT) were cloned in pCFD3 (Addgene). *vas-cas9* females were crossed to P*{EPgy2}DnaJ-1EY04359* males and the resulting embryos were injected using standard procedures with both pCFD3-g2 and pCFD3-g3 plasmids (500ng/ul). Deletion of the P{EPgy2}^EY04359^ transposon, as revealed by loss of the *w*^*+*^ marker, was screened for at the F2 generation, and deletion of *dnaj-1* locus was assessed by PCR and sequencing.

All crosses were conducted at 25°C on standard food medium as described in [72].

### Immunostainings and *in situ* hybridizations

For each sample, four third instar larvae were bled (or 5.10^3^ Kc167 cells were dispensed) in 1ml of PBS in 24-well-plate containing a glass coverslip. Unless mentioned otherwise, only female larvae were used. The hemocytes were centrifuged for 2 min at 900g, fixed for 20 min with 4% paraformaldehyde in PBS and washed twice in PBS. For immunostainings: cells were permeabilized in PBS-0.3% Triton (PBST) and blocked in PBST- 1% Bovine Serum Albumin (BSA). The cells were incubated with primary antibodies at 4°C over night in PBST-BSA, washed in PBST, incubated for 2h at room temperature with corresponding Alexa Fluor-labeled secondary antibodies (Molecular Probes), washed in PBST and mounted in Vectashield medium (Eurobio-Vector) following incubation with Topro3 (ThermoFisher). The following antibodies were used: anti-Lz, anti-Notch intracellular domain, anti-Notch extracellular domain (Developmental Studies Hybridoma Bank, DSHB), anti-MLF [73], anti-PPO1 [74], anti-GFP (Fisher Scientific), anti-HA (Sigma).

For *in situ* hybridizations: after fixation, the cells were washed and permeabilized in PBS- 0.1% Tween 20 (PBSTw), pre-incubated for 1h at 65°C in HB buffer (50% formamide, 2x SSC, 1 mg/ml Torula RNA, 0.05 mg/ml Heparin, 2% Roche blocking reagent, 0.1% CHAPS, 5 mM EDTA, 0.1% Tween 20) and incubated over-night with anti-sense DIG-labeled RNA probes (against *CG6733*, *CG7860*, *Jafrac*, *Notch* and *Oscillin)* diluted in HB. The samples were washed in HB for 1h at 65°C, in 50% HB- 50% PBSTw for 30 min at 65°C and three times in PBSTw for 20 min at room temperature. Then the cells were incubated for 30 min in PBSTw- 1% BSA before being incubated with anti-DIG antibody conjugated to alkaline phosphatase (Roche, 1/2000 in PBSTw) for 3h. After 4 washes in PBSTw, *in situ* hybridization signal was revealed with FastRed (Roche). The cells were then processed for immunostaining against GFP as described above, incubated in Topro3, washed in PBS and mounted in Vectashield medium for analysis.

Experiments were performed using at least biological triplicates. Samples were imaged with laser scanning confocal microscopes (Leica) and images were analyzed with ImageJ. Cell size and protein expression levels were measured on maximal intensity projections of Z-sections through the whole cell on a minimum of 25 cells per genotype.

### Plasmids

The following previously described plasmids were used: pAc-Lz-V5, 4xPPO2-Firefly luciferase (originally named 4xPO45-Fluc, [37]), pAc-MLF [17]. We generated the following *Drosophila* expression plasmids for C-terminally tagged or N-terminally tagged proteins using standard cloning techniques: pAc-Lz-EGFP, pAc-MLF-EGFP, pMT-MLF-V5-His, pAc-DnaJ-J1-EGFP, pAc-Hsc70-4-EGFP, pAc-3xHA-DnaJ-1 (2–334), pAc-3xHA-DnaJ-1 (P32S), pAc-3xHA-DnaJ-1 (58–334), pAc-3xHA-DnaJ-1 (2–156), pAc-3xHA-DnaJ-1 (2–191), pAc-3xHA-DnaJ-1 (2–269), pAc-3xHA-DnaJ-1 (157–334), pAc-3xHA-MLF (2–309), pAc-3xHA-MLF (2–147), pAc-3xHA-MLF (2–202), pAc-3xHA-MLF (202–309), pAc-3xHA-MLF (148–309), pAc-3xHA-MLF (96–309), pAc-3xHA-MLF (96–202). DnaJ-1 and MLF cDNA were also cloned into pBlueScript II to generate pBS-DnaJ-1 and pBS-MLF and in pGEX-2T to generate pGEX-DnaJ-1 and pGEX-MLF. All constructs were verified by sequencing.

### Cell culture, dsRNA treatments and transfections

*Drosophila* Kc167 cells were grown at 25°C in Schneider medium (Invitrogen) supplemented with 10% fetal bovine serum (FBS) and 50 μg/ml of penicillin/streptomycin (Invitrogen). For RNAi experiments, double stranded RNA duplexes (dsRNA) corresponding to 400-600bp exonic regions were produced using T7 promoter-containing primers and MEGAscript T7 transcription kit (Ambion). After an annealing step, dsRNA probes were purified using the RNeasy cleanup protocol (Qiagen). Independent dsRNA targeting different regions of *dnaj-1* were produced. The sequences of the T7-containing primers used to generate the dsRNA are available on request. Cells were seeded at 2x10^6^/ml on dsRNA (16 μg/well for 6-well-plate, 8 μg for 12-well-plate and 1 μg for 96-well-plate) and incubated in Schneider medium without FBS for 40 min before being transferred to 5% FBS containing medium. 24h later, cells were transfected with the plasmids of interest using Effectene (Qiagen) and they were collected 72h later for subsequent analyses.

### Luciferase reporter assays

For luciferase assays, 50 ng of *4xPPO2-Firefly* luciferase reporter plasmid, were contransfected with 20 ng of pAc-*Renilla* luciferase plasmid, 10 ng of pAc-Lz-V5 and/or 10 ng of pAc expression plasmid for the protein of interest in 96 well-plate. *Firefly* and *Renilla* luciferases activities were measured 72h after transfection using Promega Dual luciferase reporter assay. Three biological replicates were performed for each transfection assay.

### Real-time quantitative PCR

For RT-qPCR, RNAs were prepared from Kc167 cells using RNeasy kit (Qiagen) with an additional on-column DNAse treatment step. 1 μg of total RNA was used for reverse transcription using Superscript II and random primers (Invitrogen). 10 μl of a 1/300 dilution of cDNA was used as template for real time PCR using HOT Pol Evagreen qPCR mix (Bio-rad). The sequences of the primers used to assess the expression of *dnaj-1*, *mlf*, *lz*, *PPO2*, *Renilla luciferase* and *rp49* are available upon request. All experiments were performed using biological triplicates or quadruplicates.

### *In vitro* pull down assays

pET-3c-Lz, pBS-MLF and pBS-DnaJ-1 plasmids were used as template to produce ^35^S-methionine-labeled proteins *in vitro* using Rabbit Reticulocyte Lysate coupled transcription-translation system (Promega). pGEX-2T, pGEX-MLF and pGEX-DnaJ-1 were used to produce GST, GST-MLF and GST-DnaJ-1 in *Escherichia coli* BL21. Equivalent amounts of GST purified proteins immobilized on Gluthation-Sepharose beads were used to pull down Lz, MLF or DnaJ-1. Proteins were incubated for 2h at 4°C in buffer A (20 mM Tris–HCl, pH 8.0, 150 mM NaCl, 10 mM KCl, 1 mM EDTA, 0.1mg/ml BSA, 1 mM DTT, 0.05% NP40). After extensive washing in buffer buffer B (20 mM Tris-HCl, pH 8.0, 150 mM NaCl, 1 mM EDTA, 1mM DTT, 0.05% NP40), bound proteins were eluted in SDS-loading buffer, separated by SDS–PAGE and visualized by autoradiography.

### Protein extraction, immunoprecipitations and western blots

Kc167 cells were collected, washed in PBS and incubated for 30 min in IP buffer (150 mM NaCl, 0.5% NP40, 50 mM Tris-HCl, pH8.0, 1mM EGTA) supplemented with protease inhibitor cocktail (Roche). The extracts were cleared by centrifugation at 13.000g for 15 min at 4°C and subjected to SDS-PAGE (50 μg of proteins par lane) or immunoprecipitation (1 mg per point). For immunoprecipitation, proteins were preadsorbed with 100 μl of sepharose beads slurry for 1h at 4°C before being incubated with 20 μl of anti-GFP (Chromotek), anti-V5 (Sigma-Aldrich) or anti-HA (Covance) antibody coupled to sepharose beads, or with 10 μl of rabbit anti-MLF [19] or rabbit IgG (SantaCruz) in the presence of 20 μl of protein A sepharose beads (Sigma), for 4h at 4°C. The beads were spun down and washed in IP buffer and immunoprecipitated proteins were processed for SDS-PAGE and Western Blot analyses. Western blots were performed using standard techniques and the blots were developed by photoluminescence procedure using Lumi-Light^PLUS^ Western Blotting Substrate (Roche) and Amersham Hyperfilm^TM^ ECL (GE Healthcare) or Chemidoc Touch Imaging System (BioRad). The following antibodies were used for Western blots: anti-V5 (Invitrogen), anti-HA (BioLegend), anti-GFP, anti-tubulin (Sigma-Aldrich), anti-*Renilla* luciferase (MBL), and anti-MLF [19].

### Affinity purification and mass spectrometry analysis

Stable Kc167 cells carrying an inducible expression vector for MLF were obtained by cotransfecting pMT-MLF-V5-His and pCoBlast (Thermo Fisher Scientific) expression plasmids and selecting individual clones with 25μg/ml blasticidin. For affinity purification, MLF-inducible or parental Kc167 cells were seeded at 10^6^/ml and cultivated for 24h in the presence of 50 mM CuSO4 to induce MLF expression. 20 mg of proteins extracted in IP buffer were then incubated on 200 μl of anti-V5 coupled sepharose beads (Sigma-Aldrich) or 400 μl of anti-V5 coupled magnetic beads (MBL). After several washes in IP buffer, affinity purified proteins were eluted in Laemmli buffer, reduced in 30 mM DTT and alkylated with 90 mM Iodoacetamide before being loaded on 12% SDS-PAGE. The single band of proteins was cut and digested overnight at 37°C with 1 μg of Trypsin (Promega) in 50 mM NH_4_CO_3_. Digested peptides were extracted from the gel by incubating 15 min at 37°C in 50 mM NH_4_CO_3_ and twice for 15 min at 37°C in 5% formic acid/acetonitrile (1:1). The dried peptide extracts were dissolved in 17 μl of 2% acetonitrile, 0.05% trifluoroacetic acid and the peptide mixtures were analyzed by nanoLC-MS/MS using an Ultimate3000-RS system (Dionex) coupled to an LTQ-Orbitrap Velos mass spectrometer (Thermo Fisher Scientific). 5 μl of each peptide extract were loaded on a 300 μm ID x 5 mm PepMap C18 precolumn (LC Packings, Dionex,) at 20 μl/min in 5% acetonitrile, 0.05% trifluoroacetic acid. After 5 minutes desalting, peptides were online separated on a 75 μm ID x 50 cm C18 Reprosil C18 column. The flow rate was set at 300 nl/min. Peptides were eluted using a 0 to 50% linear gradient of solvent B (solvent A: 0.2% formic acid in 5% acetonitrile, solvent B: 0.2% formic acid in 80% acetonitrile) for 80 min at 300nl/min. The LTQ Orbitrap was operated in data-dependent acquisition mode with the XCalibur software (version 2.0 SR2, Thermo Fisher Scientific), on the 350–1800 m/z mass range with the resolution set to a value of 60 000. The twenty most intense ions per survey scan were selected for CID-MS/MS fragmentation and the resulting fragments were analyzed in the linear ion trap (parallel mode). A 60 s dynamic exclusion window was used to prevent repetitive selection of the same peptide. The Mascot Daemon software (version 2.2.0, Matrix Science, London, UK) was used for protein identification against a non-redundant SwissProt database. Mascot results were parsed with Mascot File Parsing and Quantification (MFPaQ) version 4.0 [75]. Quantification of proteins was performed using the label-free module of the MFPaQ software, where a protein abundance index based on the average of peak area values for the three most intense tryptic peptides of the protein was calculated [76]. Triplicate injections were performed.

### RNAseq experiments

RNAseq experiments were performed using independent biological triplicates. For each sample, around 150 third instar larvae of *control* (*lz-GAL4*,*UAS-mCD8GFP/+*) or *mlf* mutant (*lz-GAL4*,*UAS-mCD8GFP/+*, *mlf*^*∂C1*^*/mlf*^*∂C1*^) genotypes were bled in ice-cold PBS. The hemocytes were centrifuged through a 40 μm mesh at 1000 rpm for 1 min and lz>GFP^+^ cells were collected by FACS (FacsAria II) under a pressure of 20 psi. A fraction of the collected cells were used to control GFP^+^ cell purification specificity by examination under an epifluorescent microscope after fixation and mounting in Vectashield medium with DAPI. RNAs were extracted from sorted cells using Arcturus PicoPure RNA kit (Applied Biosystems). RNA samples were run on Agilent Bioanalyzer to assess RNA integrity and concentration. The NuGEN Ovation RNASeq system with Ribo-SPIA technology was used to prepare the cDNA according to the manufacturer instruction. Library preparation was performed using the Illumina TruSeq RNASeq library preparation kit. The resulting libraries were sequenced using a 1x50-bp on Illumina HiSeq 2500. Initial sequence data QC was done using FASTQC. Reads were filtered and trimmed to remove adapter-derived or low quality bases using Trimmomatic and checked again with FASTQC. Illumina reads were aligned to *Drosophila* reference genome (BDGP R5/dm3) with TopHat and Bowtie2. Read counts were generated for each annotated gene using HTSeq-Count. RPKM (Reads Per Kilobase of exon per Megabase of library size) values were calculated using Cufflinks. Read normalization, variance estimation and pair-wise differential expression analysis with multiple testing correction was conducted using the R Bioconductor DESeq2 package. Heatmaps and hierarchical clustering were generated with R Bioconductor. The RNAseq data were deposited on GEO under the accession number GSE93823.

## Supporting information

S1 Fig DnaJ-1 and MLF interact in Kc167 cells. (A, B, C) Western blots showing the results of immunoprecipitation experiments against GFP (A), HA (B) or MLF (C) performed in Kc167 cells transfected with expression vectors for the indicated proteins. (D) Confocal images of fluorescent immunostainings against GFP (green) and HA (red) in Kc167 cells transfected with expression plasmids for GFP-DnaJ-1 and HA-MLF. Nuclei were stained with Topro3. Merged and individual channels are displayed. Scale bar: 10 μm. (E) Autoradiograms showing the results of pull down assays between *in vitro* translated ^35^S-methionine labeled MLF (upper panel) or DnaJ-1 (lower panel) and the indicated GST fusion proteins produced in *E*. *coli*. (F) Western blots showing the results of an immunoprecipitation experiment against GFP in Kc167 cells transfected with expression plasmids for the indicated proteins.
(TIF) Click here for additional data file.

S2 Fig MLF, DnaJ-1 and Hsc70-4 regulate Lz activity. (A-D) Results of RT-qPCR assays showing the relative expression of *mlf*, *dnaj-1*, *lz* and *ppo2* transcripts in Kc167 cells transfected with pAc-Lz-V5 and pAc-Rluc and treated with the indicated dsRNA. (E, F) Luciferase assays (E) and Western blots (F) in Kc167 cells treated with the indicated dsRNA and transfected with 4xPPO2-Fluc reported plasmid in the presence or not (ctr) of pAc-Lz-V5 expression plasmid. pAc-Rluc was used as an internal normalization control. dsHsc70-4 (a) and (b) correspond to two distinct dsRNA targeting Hsc70-4. (G) Autoradiogram showing the results of pull down assays between *in vitro* translated ^35^S-methionine-labeled Lz and the indicated GST fusion proteins produced in *E*. *coli*.
(TIF) Click here for additional data file.

S3 Fig Generation and characterization of *dnaj-1* mutants. (A) Schematic representation of *dnaj-1* locus. *dnaj-1* transcripts and coding sequence (orange) are shown. The location of the sequences targeted by the 2 guide RNAs (gRNA2 and gRNA3), of the P(EPgy2) element used to select CRISPR/Cas9-mediated deletion events, and of the primers (F and R) used for PCR validation are indicated. Part of the region uncovered by the deletion *Def(3L)BSC884* is also indicated. (B) Results of PCR amplification on genomic DNA from wild-type (wt) and putative *dnaj-1* deletion mutants (A, C, D, E and F) using the F and R primers displayed in (A). The mutant lines A and C exhibit a complete deletion of the region located between the two gRNAs, as confirmed by sequencing. Other mutants carried a deletion of *dnaj-1* associated with more complex rearrangements. (C, D) Quantifications of circulating lz>GFP^+^ cell number (C) and size (D) in *lz-GAL4*, *UAS-mCD8-GFP/+* third instar larvae of the indicated genotypes. The *UAS-dnaj-1-∂J* transgene encodes a DnaJ-1 protein deleted for its J-domain. (E, F) Immunostaining against the crystal cell differentiation marker PPO1 was used to assess crystal cell size and number in different *dnaj-1* mutant backgrounds. (E) Relative size of the PPO1^+^ blood cells in bleeds from third instar larvae of the indicated genotypes. (F) Relative number of PPO1^+^ blood cells in bleeds from third instar larvae of the indicated genotypes. (C-F) n.s.: not significant, **: p-value<0.01; ***: p-value<0.001.
(TIF) Click here for additional data file.

S4 Fig MLF expression in Kc167 cells and in larval crystal cells. (A-E) Fluorescent immunostainings against MLF in Kc167 cells (A) or in circulating blood cells from *lz-GAL4*,*UAS-mCD8-GFP/+* control (B), *dnaj1*^*-/-*^ (C), *UAS-dsMLF* (D), and *UAS-dsMLF*; *dnaj1*^*-/-*^ (E) third instar larvae. Nuclei were stained with Topro3. Only MLF staining is shown in the lower panels. Scale bar: 10 μm. (F) Quantifications of MLF level in lz>GFP^+^ circulating blood cells from third instar larvae of the indicated genotypes. *: p-value<0.05, **: p-value<0.01, ***: p-value<0.001.
(TIF) Click here for additional data file.

S5 Fig Notch signaling controls Lz^+^ cell number and size. (A, B) Quantifications of circulating lz>GFP^+^ cell number (A) and size (B) in *lz-GAL4*, *UAS-mCD8-GFP/+* female (left part of the panels) or in *lz-GAL4*, *UAS-mCD8-GFP/Y* male (right part of the panels) third instar larvae of the indicated genotypes. Number and size are relative to control *lz-GAL4*, *UAS-mCD8-GFP/+* females. *: p-value<0.05, **: p-value<0.01, ***: p-value<0.001 as compared to *lz*^*GAL4*^*/+* females (solid lines) or *lz*^*GAL4*^*/Y* males (dashed lines). (C) Representative images of lz>GFP^+^ cells in these different contexts. Scale bar: 10 μm.
(TIF) Click here for additional data file.

S6 Fig MLF and DnaJ-1 repress Notch expression. (A, B) Immunostainings against Notch (NICD: Notch intracellular domain) in blood cells from *lz-GAL4*,*UAS-mCD8-GFP/+* control (A), *mlf*^*-/-*^ (B) and *dnaj-1*^*-/-*^ (C) larvae. NICD staining only is shown in the lower panels. Nuclei were stained with Topro3. (D) Quantifications of NICD immunostainings in lz>GFP^+^ and lz>GFP^-^ blood cells from control, *mlf*^*-/-*^ and *dnaj-1*^*-/-*^ larvae.
(TIF) Click here for additional data file.

S7 Fig Lz represses *Notch* expression. (A) Quantifications of Lz and NICD levels in lz>GFP^+^ circulating blood cells of *lz-GAL4*, *UAS-mCD8-GFP/+* third instar larvae. Cells were pooled into 5 categories according to their size (% of the mean cell size) and Lz or NICD expression level in each pool was plotted. (B-E) Fluorescent immunostainings against GFP and *in situ* hybridizations against *Notch* in circulating blood cells from *lz-GAL4*, *UAS-mCD8-GFP/+* or *lz-GAL4*, *UAS-mCD8-GFP/Y* third instar larvae. Representative images of *Notch* expression in small/medium (B, D) *versus* large (C, E) lz>GFP^+^ cells. Scale bar: 10 μm. Nuclei were stained with Topro3. The lower panels show *Notch* expression only. (F) Schematic representation of the *Notch* locus with the position of the two GMR lines that drive expression in Lz^+^ blood cells. The putative RUNX binding site (red rectangular boxes) and their conservation in different *Drosophila* species are indicated. (G) Lz and GFP expression in *Notch*^*GMR30C01*^*-GAL4*, *UAS-nlsGFP* circulating blood cells from third instar larvae. Nuclei were stained with Topro3.
(TIF) Click here for additional data file.

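S1 Table gives the authors' RPKM for each replicate. Of its rows, 1999 could be compared with the deposited values, and 1984 of these genes had the same 6 values. Among the values of the 15 other genes, 27 values were 0 in S1 Table and above 0 in the files, and 1 value, that of PPO1 in mlf mutant replicate 1, was above 0 in S1 Table and 0 in the files.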

S1 Table RPKM counts of biological triplicates for all genes in lz>GFP^+^ blood cells from control or *mlf* mutant third instar larvae. (XLSX) Click here for additional data file.

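S2 Table gives, for each gene, the authors' adjusted p-value and the ratio of mlf mutant over control. All 779 genes are in the files analysed here, and 34 of them did not reach 1 RPKM in 3 samples and were not tested. Of the 169 genes with an adjusted p-value under 0.01 on the log2(RPKM + 1) scale (limma), 147 are in S2 Table and 22 are not.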

S2 Table List of differentially expressed genes (adjusted *p*<0.01). (XLSX) Click here for additional data file.

S3 Table List of “crystal cell”-associated genes. 

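S3 Table lists mlf and 129 other genes. The identifiers of 125 of these 129 genes are in the files analysed here, and the others were left out of every count of crystal cell genes.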

(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

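Circulating lz>GFP+ blood cells were sorted from control and mlf mutant L3 larvae, with 3 samples per genotype of about 150 larvae each. The authors trimmed the 50 bp reads with Trimmomatic, aligned them to dm3 with TopHat and Bowtie2, and calculated RPKM per gene with Cufflinks, and these RPKM are the deposited values used here. The authors also counted reads per gene and tested these counts with DESeq2. The counts are not in the files analysed here.

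The comparison was planned on read counts, before the files were available. Because the files hold RPKM, the planned count models were not used, and log2(RPKM + 1) was tested with limma 3.58.1 in R 4.3.3 instead (linear model on genotype, empirical Bayes moderation with a trend and robust estimation, Benjamini-Hochberg adjustment). Tested genes had at least 1 RPKM in at least 3 samples, which left 8329 of 15597 genes. The threshold was the paper's, an adjusted p-value under 0.01. Fold changes on the log2(RPKM + 1) scale understate the change of genes with low RPKM. The script was tested on simulated values at the estimated depths, with 200 genes changed by 2 on the log2 scale and a spread of 0.25 between replicates. The changed genes were drawn from those with a control mean of at least 5 RPKM, and every gene was given the same usable length. Over 5 runs the script recovered 79% to 89% of the changed genes. In these runs 0% of its calls were false, and the median size of the estimated change was 1.89. These rates do not cover smaller changes, genes of lower RPKM or lone zeros such as those in the data. Other tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9.

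The depth of each sample was estimated from the RPKM of 4189 genes with a single transcript of 1000 to 5000 bp. Multiplied by the exon length less 200 bp, these values peak at 1, 2 and 3 times a unit, which was taken as 1 read. The estimate was devised after the files were seen. It gave 4990000, 420000 and 3310000 reads for control replicates 1 to 3 and 14690000, 5840000 and 1980000 reads for mlf mutant replicates 1 to 3. A usable length of at least 50 bp was assumed, so the estimated reads of genes shorter than 200 bp are not reliable.

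Gene names came from the paper's tables and from a list of identifiers and symbols. Coordinates and exon lengths came from the BDGP6.54 annotation (Ensembl release 115) and were not mixed with dm3 coordinates. No annotation match was found for 575 genes. The genome sequence was not in the files analysed here, so GC content was not examined.

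Crystal cell genes were those of S3 Table other than mlf. Over-representation was tested with a hypergeometric test (upper tail) against genes above 0 RPKM in every sample, and with 10000 draws of genes matched in 20 bins of mean RPKM. Single genes were compared with an exact permutation test, whose smallest p is 0.1 for 3 samples against 3. Named genes were those the paper discusses, and the 5 largest changes in each direction among genes with an adjusted p-value under 0.01, at least 10 estimated reads in every sample of the higher genotype and no overlap between genotypes. Of the crystal cell genes, the 3 largest changes in each direction were named. Sets of Notch target genes, sex markers and genes near mlf were examined as wholes.

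The fit was repeated without a filter, with the replicate number as a block, at an adjusted p-value under 0.05, with a minimum absolute log2 fold change of 1, and without each sample in turn. Added after the data were seen were pseudocounts of 0.1 and 10 RPKM, sample weights, quantile normalization, zeros taken as missing where the other 5 samples had at least 10 RPKM, a filter of 10 estimated reads in every sample, moderation that was not robust, and detection limits of 0.1 and 1 RPKM. No sample was left out of the main fit.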

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

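Of the genes named by the criteria, 4 that the text of the paper does not discuss were higher in all mlf mutant samples than in all control samples (limma adjusted p-value under 0.01). The mir-276a gene (FBgn0262439, 98 bp, chromosome 3L, 10365228 to 10365325 in BDGP6.54) had 0 RPKM in each control sample and 211.0, 75.9 and 224.1 RPKM in mlf mutant replicates 1, 2 and 3, a log2 fold change of 7.269 (adjusted p = 0.000147, limma). The mir-2493 gene (FBgn0262315, 106 bp, chromosome 3R) had 0 RPKM in control and 134.4 ± 67.7 RPKM in mlf mutant samples (SD, n = 3), a log2 fold change of 6.911 (adjusted p = 0.000229, limma). The snoRNA:Me18S-C1366 gene (FBgn0082951, 100 bp, chromosome 2R) had 0 RPKM in control and 125.4 ± 90.8 RPKM in mlf mutant samples (SD, n = 3), a log2 fold change of 6.568 (adjusted p = 0.00499, limma). Its adjusted p-value rose above 0.01 with the replicate block (0.0266, limma). It also did so with sample weights (0.0151) and a pseudocount of 10 RPKM (0.0637), both chosen after seeing the data. When each sample was left out in turn, it stayed under 0.01 only without mlf mutant replicate 1 (0.000592). Tsp29Fa (FBgn0032074, chromosome 2L, 8933962 to 8936096) had 4.5 ± 1.7 RPKM in control and 156.8 ± 19.4 RPKM in mlf mutant samples (SD, n = 3 each), a log2 fold change of 4.886 (adjusted p = 7.23e-05, limma). Tsp29Fa is in S2 Table and the other 3 genes are not.

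Technical explanations were weighed for the 5 largest increases, which are these genes and CG6733. RPKM may be raised in transcripts shorter than a sequenced fragment, and 3 of the 5 genes had under 200 bp of exon, against 2.8% of tested genes with a known length. This explanation was written down only after the genes were seen. It remains open for the 3 short RNAs, whose estimated number of reads is unreliable. It does not apply to the length of Tsp29Fa, 1391 bp. Strain variants carried along with the mlf mutation could place the genes near mlf, and 1 of the 5, snoRNA:Me18S-C1366, lies within 2 Mb of it. For that gene this explanation remains open, and the others lie outside the window. A count of 1 in 5 is too small to weigh against the explanation. Of the 10 splits of the 6 samples, 4 gave 5 or more genes with a change as large (limma adjusted p-value under 0.01), the real split included. The real split is among them by construction, since the 5 genes were chosen from it. The limit of 5 is the number of genes named per direction, not a count of all genes with as large a change in the real split. This count therefore cannot decide whether the 5 increases reflect a chance arrangement of the samples. Over changes of any size, the real split gave 169 genes and the others 0 to 20. With 3 samples against 3, the share of splits cannot fall below 0.1. For Tsp29Fa, a response to the loss of mlf is a hypothesis that these tests leave open.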

How the results depend on the processing

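The main setting and the alternatives at other thresholds, without a filter, with a block, with other backgrounds and with samples left out were chosen before the processed files arrived, except that the move from counts to log2(RPKM + 1) was forced by the files. Unchanged under every alternative run for the result in question were the number of genes detected in all samples (within 1.5 times), the rank of PPO1, the over-representation of crystal cell genes (hypergeometric p from 2.56e-12 to 0.000909), and the direction and side of the 0.01 threshold of lz, PPO2, CG7860, Oscillin, CG6733, Hml, Pxn and crq. For lz this means that no alternative brought its adjusted p-value under 0.01. The rank of PPO1 was checked only over control samples, with the RPKM of S1 Table and with lone zeros taken as missing. Within single samples, PPO1 ranked 2 in control replicate 2 and 11233, at 0 RPKM, in mlf mutant replicate 1.

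At an adjusted p-value under 0.05, 489 genes differed against 169 in the main fit, 235 decreased and 254 increased against 82 and 87, and 31 crystal cell genes differed against 15 (12 decreased and 19 increased against 5 and 10). Without a filter on low values, 108 genes differed (53 decreased and 55 increased), with 3 crystal cell genes decreased. More genes near 0 RPKM then share the adjustment, which may lower the number, but this cause was not tested. With the replicate block, 55 genes differed (25 decreased and 30 increased) and 5 crystal cell genes (3 decreased and 2 increased), and Jafrac1 (log2 fold change 1.976) passed 0.01 no longer. Nor did Pepck, roX1 and snoRNA:Me18S-C1366 (adjusted p of 0.0149, 0.0171 and 0.0266, limma). The block leaves 2 fewer degrees of freedom and the replicate numbers did not pair the samples (mean correlation of deviations -0.014).

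Across the 6 fits that each left out a sample, the number of genes ran from 67 to 190 (31 to 94 decreased and 33 to 96 increased), and that of crystal cell genes from 8 to 15 (3 in every fit decreased, 5 to 12 increased). The highest total, 190, came from leaving out control replicate 2, the shallowest sample. Its sampling noise may therefore widen the spread in the main fit. The log2 fold change of N ran from 0.848 to 1.111 and passed 0.01 only without control replicate 2, and that of PPO1 from -7.2 to 0.231.

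The following alternatives were chosen after seeing the data. Sample weights, which give control replicate 2 a weight of 0.282, gave 323 genes (153 decreased and 170 increased) and 23 crystal cell genes (17 increased), and brought N (log2 fold change 1.113) and NimC1 (0.86) past 0.01. A filter of 10 estimated reads in every sample gave 138 decreased genes and 8 decreased crystal cell genes, and brought N (0.978) and NimC1 (0.802) past 0.01. Quantile normalization gave 135 decreased genes. With lone zeros taken as missing, PPO1 reversed to 0.231, because its deposited value of 0 RPKM in mlf mutant replicate 1 is then left out. PPO2 ranked 3 in place of 2 over control samples only, an alternative set before the files arrived. Among 347 rows for other named genes, 28 changed, 23 weaker and 5 stronger.

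Of the alternatives planned on counts, the DESeq2 fit, its size factors, 10 counts or 1 CPM in every sample, CPM without length correction and the non-robust count model were not run, because the files hold no counts. The replicate block with a GC correction was not run, because no genome sequence was given. No running time was measured for these. A gene dropped by a filter has no value under that filter, as CG6733 under 10 estimated reads. The depth of control replicate 2 limits every statement on genes of low RPKM in control.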

Differences from the paper's values

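The paper's number of genes with an adjusted p-value under 0.01 is 779 (the paper's 469 decreased and 310 increased), against 169 here (82 decreased and 87 increased). Of the alternatives set before the files arrived, only the threshold of 0.05 came within 1.5 times of a paper value, for increased genes (254). It gave 489 genes in total and 235 decreased, and none of the others closed the gap.

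The paper counts 44 crystal cell genes, 34% of its list, with 19 repressed and 25 activated. Here there were 15, 12.7% of those tested, with 5 decreased and 10 increased. The threshold of 0.05, set before the files arrived, came within 1.5 times of the total (31, or 26.3%) and of the activated genes (19), not of the repressed genes (12), and the other alternatives set before did not. Sample weights, chosen after seeing the values, gave 17 activated genes, also within 1.5 times. The paper's hypergeometric p-value is 2.6e-13 and the value here is 4.39e-09. No alternative reached it, and the nearest was 2.56e-12 at the threshold of 0.05. The same test on the paper's own counts gave 3.29e-13.

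The paper's p-value for lz is 0.0018 and the adjusted p-value here is 0.0719 (limma). The paper's p-value for Notch is 1.3e-06 and the adjusted p-value here is 0.0187 (limma). None of the settings closed either gap.

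In direction and ranking, the paper's S3 Table has PPO1 higher in the mlf mutant, with the paper's ratio of 1.225, whereas the deposited values have a ratio of 0.7791. With the lone zero taken as missing, chosen after seeing the values, the ratio was 1.1686. Nrg is higher in the mlf mutant in the paper's S2 Table. It was the only tested gene of that table with a log2 fold change of opposite sign here (-1.719). This sign came from a deposited value of 0 RPKM in mlf mutant replicate 1. By mean RPKM, Nrg had the paper's direction, with 114.1 in control and 135.9 in mlf mutant samples. Its values in mlf mutant replicates 2 and 3 (211.9 and 195.9 RPKM) were above all control values. The paper names PPO1 and PPO2, in no stated order, as the most strongly expressed genes. This held over all samples and not over control samples only, where PPO2 ranked 3. The paper counts lz among its deregulated genes at 0.01, which lz did not reach here.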

Other observations

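Other splits of the samples were fitted in the same way. Only 1 of the 10 splits of the 6 samples, the real one, gave as many as 169 genes, and the others gave 0 to 20. The same held for the 82 decreased genes (1 of 10), the 87 increased genes (1 of 10), the 15 crystal cell genes (1 of 10) and the hypergeometric p-value (1 of 10). With 3 samples against 3 the share of splits cannot fall below 0.1, so a chance arrangement cannot be excluded by this count alone.

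Several technical explanations of the 169 genes were tested, with predictions written before the results except where stated. For depth, the prediction was that differing genes would more often be under 10 estimated reads in control replicate 2. They were so in 44.6% of cases against 57.4% of other tested genes (odds ratio 0.6, Fisher's exact test, p = 0.0012). Genes with few reads are noisier and are called less often, so this comparison cannot exclude an effect of depth on the calls, and leaving out control replicate 2 raised their number to 190. If gene length were the cause, fold change would follow exon length, and Spearman's rho across tested genes was -0.095 (genes are not independent replicates). The size of the change, without its sign, had a rho of -0.175 with exon length, so shorter genes tended to larger changes. Of 227 tested genes with under 200 bp of exon, 17 differed (7.5%), against 151 of 7846 longer genes (1.9%), an odds ratio of 4.13 (Fisher's exact test, p = 4.5e-06). This comparison was set up after the short genes had been seen. Calls among genes under 200 bp may therefore follow from their length, and the 17 cannot be told apart from that explanation. Genes are not independent in this test. Copies such as snRNA:U6:96Aa and snRNA:U6:96Ab had the same value in each sample, so the p of 4.5e-06 may overstate the difference. Variants linked to mlf might change nearby genes: 11 of 354 genes within 2 Mb of mlf differed (3.1%) against 157 of 7718 elsewhere (2.0%), an odds ratio of 1.54 (Fisher's exact test, p = 0.18). This odds ratio is above the 1.5 set in advance, but its p-value is not under 0.05. Over-representation of crystal cell genes could follow from their higher expression, but sets matched in mean RPKM held as many differing genes with a permutation p of 0.0001, the smallest that the draws allow.

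Notch target genes of the E(spl) complex were examined as a set, to test the hypothesis of higher Notch output in the mlf mutant. Of the 13 genes of the E(spl) and Bearded families listed beforehand, 7 were above 0 RPKM in any sample, and 6 of the 7 had a higher mean in the mlf mutant. The mean log2 fold change of the 7 was 0.919 (exact permutation test of the 6 samples, p = 0.1, the smallest p that 3 samples against 3 allow). Only 4 of the 7 were tested with limma, and none of these had an adjusted p-value under 0.01 in the main fit. For E(spl)m3-HLH, the adjusted p-value was 0.00883 with sample weights, chosen after seeing the data, and 0.137 with the replicate block (limma). The paper's adjusted p-value for this gene is 0.00105 (DESeq2). E(spl)m3-HLH went from 3.8 ± 2.0 to 17.3 ± 6.3 RPKM (SD, n = 3 each), and E(spl)mbeta-HLH from 62.2 ± 15.8 to 105.1 ± 2.5 RPKM. By contrast klu, the gene behind the paper's reporter Klu-Cherry, had 20.7 ± 2.5 RPKM in control and 23.7 ± 2.9 RPKM in mlf mutant samples (SD, n = 3 each), with overlapping samples and a log2 fold change of 0.187 (adjusted p = 0.606, limma), between 0.09 and 0.263 when each sample was left out in turn. The direction of the E(spl) set is consistent with higher Notch output and the level of klu does not show it. At its smallest possible p, the exact permutation test cannot tell the shift of the set from a chance arrangement. Of the 7 genes, 5 had 0 RPKM in control replicate 2, the shallowest sample.

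Su(H), which encodes the DNA-binding partner of Notch, had 14.3 ± 0.6 RPKM in control and 2.3 ± 1.7 RPKM in mlf mutant samples (SD, n = 3 each), a log2 fold change of -2.397 (adjusted p = 0.0252, limma). It is in S2 Table and the paper does not discuss its transcript level. Mlf itself had 82.2 ± 18.9 RPKM in control and 40.3 ± 2.2 RPKM in mlf mutant samples (log2 fold change -0.987, adjusted p = 0.0253, limma). Su(dx) had 23.0 ± 2.8 and 38.3 ± 10.7 RPKM (log2 fold change 0.68, adjusted p = 0.142, limma), Hsc70-4 1227.3 ± 166.7 and 1617.4 ± 102.5 RPKM (0.405, adjusted p = 0.212, limma), and DnaJ-1 143.6 ± 42.0 and 182.2 ± 43.9 RPKM (0.347, adjusted p = 0.527, limma), each in control and mlf mutant samples (SD, n = 3 each). The paper's adjusted p-values for Mlf and Hsc70-4 are 9.49e-09 and 0.00905 (DESeq2), both under 0.01. No explanation was tested for Su(H), Mlf, Su(dx), Hsc70-4 or DnaJ-1.

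A different share of male larvae could change X-linked transcripts such as Notch. If mlf mutant samples held more males, roX1 would be higher in them, but its log2 fold change was -1.914 (adjusted p = 0.00241, limma), with 33.3 ± 2.4 RPKM in control and 8.2 ± 2.1 RPKM in mlf mutant samples (SD, n = 3 each). roX2 had 0 RPKM in all control samples and at most 1.101 RPKM in mlf mutant samples. msl-2 had 5.8 ± 0.6 and 3.4 ± 1.0 RPKM, and Sxl 99.01 ± 11.6 and 122.4 ± 8.5 RPKM. This prediction was written after the values of roX1 had been seen. The opposite imbalance, fewer males among mlf mutant samples, was not tested. The paper gives the sorted larvae of both genotypes as heterozygous for lz-GAL4 and writes males as lz-GAL4/Y. Since lz lies on the X chromosome, heterozygous larvae are female. By this genotype, males were not meant to be in any sample.

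PPO1 at 0 RPKM in mlf mutant replicate 1 may be a value lost in the making of the file. The paper's RPKM for that sample is 1.25 times the mean of the other 5 deposited values, which is what a lost value would show. This prediction, too, was written after the zero was seen. Zeros where the other 5 samples had at least 10 RPKM numbered 1, 48 and 3 in control replicates 1, 2 and 3, and 6, 0 and 14 in mlf mutant replicates 1, 2 and 3.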
